# Control of Bacterial Phenotype and Chromosomal Gene Expression by Single Plasmids of *Lactococcus lactis* IL594

**DOI:** 10.3390/ijms24129877

**Published:** 2023-06-08

**Authors:** Katarzyna Kosiorek, Anna Koryszewska-Bagińska, Marek Skoneczny, Tamara Aleksandrzak-Piekarczyk

**Keywords:** *Lactococcus lactis* IL594, *L. lactis* IL1403, plasmid, single-plasmid derivative, phenotypic and transcriptomic microarrays

## Abstract

Plasmid-free *Lactococcus lactis* IL1403 is one of the best-characterized representatives of lactic acid bacteria (LAB), intensively used in broad microbiology worldwide. Its parent strain, *L. lactis* IL594, contains seven plasmids (pIL1–pIL7) with resolved DNA sequences and an indicated role for overall plasmid load in enhancing host-adaptive potential. To determine how individual plasmids manipulate the expression of phenotypes and chromosomal genes, we conducted global comparative phenotypic analyses combined with transcriptomic studies in plasmid-free *L. lactis* IL1403, multiplasmid *L. lactis* IL594, and its single-plasmid derivatives. The presence of pIL2, pIL4, and pIL5 led to the most pronounced phenotypic differences in the metabolism of several carbon sources, including some β-glycosides and organic acids. The pIL5 plasmid also contributed to increased tolerance to some antimicrobial compounds and heavy metal ions, especially those in the toxic cation group. Comparative transcriptomics showed significant variation in the expression levels of up to 189 chromosomal genes due to the presence of single plasmids and 435 unique chromosomal genes that were resultant of the activity of all plasmids, which may suggest that the observed phenotypic changes are not only the result of a direct action of their own genes but also originate from indirect actions through crosstalk between plasmids and the chromosome. The data obtained here indicate that plasmid maintenance leads to the development of important mechanisms of global gene regulation that provide changes in the central metabolic pathways and adaptive properties of *L. lactis* and suggest the possibility of a similar phenomenon among other groups of bacteria.

## 1. Introduction

*Lactococcus lactis* is of great economic importance due to its wide use as the main constituent of dairy starter cultures, especially in the production of cheese and probiotic fermented milk [1]. In addition to extensive use in the food industry, lactococcal strains have also been used, among others, as bioreactors for the production of molecules of medical importance or vehicles for the delivery of DNA vaccines [2,3,4]. Extensive research has been conducted in the past on industrial features of *L. lactis* with particular emphasis on the metabolism of lactose, citrate, and casein and resistance to bacteriophages or heavy metals, all of which are often plasmid-related traits [5]. Because of the technological value of genes carried by plasmids, significant effort has been put into characterizing lactococcal plasmids, which are common components of the genome of *L. lactis* dairy isolates [6,7]. These mobile self-replicating extrachromosomal DNA molecules are not essential for the growth of the host, but they may affect its performance in the dairy industry. They can contribute to survival, adaptation to environmental changes, and even the conquest of new habitats, but at the same time, by replication of the plasmids or expression of genes encoded by plasmids, they may cause metabolic burden [8].

*L. lactis* subsp. *lactis* IL1403, a plasmid-free derivative of *L. lactis* IL594 strain, is one of the best-characterized Gram-positive microorganisms, widely used in biological research worldwide [9]. *L. lactis* IL594 was isolated from a cheese starter culture, indicating its important industrial use [10]. It harbors seven plasmids (pIL1 to pIL7) that contain genes relevant for technological processes and adaptation to specific environmental conditions. These genes are involved in lactose utilization (*lacR-lacABCDFEGX*), peptide degradation (*pepE* and *pepF*), oligopeptide uptake (*oppDFBCA*), citrate uptake (*citQRP*), bacteriophage resistance (*hsdS*, *hsdM*, *hsdR* genes of a type I restriction-modification system), and stress resistance (*cadAC*) [7].

Given the significance of lactococcal plasmids, in our previous study, we evaluated the impact of pIL1–pIL7 plasmids on overall chromosomal gene expression and global changes in host cell metabolic activity using high-throughput RNA and phenotypical microarrays (Biolog^®^). The presence of plasmids alters the expression of chromosomal genes, mainly with metabolic, defense, or regulatory functions. Differentially expressed genes are involved in carbohydrate and global energy metabolism, the transport and metabolism of amino acids, nucleotides, and inorganic ions, and defense mechanisms. The presence of the gene pool from pIL1–pIL7 plasmids, through the slightly increased tolerance to a range of antimicrobial compounds, improves the overall fitness and metabolic capacity of the host [11]. While the plasmid control of chromosomally encoded genes is not unusual, only a few reports on detailed plasmid–chromosome crosstalk analyses can be found, and data on this phenomenon in lactic fermentation bacteria in particular are lacking.

This prompted us to undertake further experiments using derivatives of the multiplasmid *L. lactis* strain IL594 to identify changes caused by a specific plasmid. Our hypothesis was that adaptive and industrially important metabolic traits of plasmid-bearing strains may be determined directly by the presence of plasmid genes or/and indirectly by affecting the genome fingerprint via plasmid–chromosome crosstalk. The results presented here indicate the role of individual plasmids by identifying chromosomal gene activity and phenotypical changes as a result of their influence, significantly enhancing the current knowledge of bacterial plasmidome activity.

## 2. Results

### 2.1. Presence of Plasmids Increases Ability to Utilize Carbon Compounds

The utilization of carbon sources in plasmid-free *L. lactis* IL1403, single-plasmid *L. lactis* (IL1618 (pIL1 plasmid), IL1421 (pIL3 plasmid), IL2661 (pIL4 plasmid), IL1619 (pIL5 plasmid), IL1420 (pIL6 plasmid), IL1530 (pIL7 plasmid)), and multiplasmid *L. lactis* (IL1392 (pIL1–pIL3 and pIL5 plasmids), IL594 (pIL1–pIL7 plasmids)) was analyzed by two assays—API 50CH and Phenotype MicroArrays. Both *L. lactis* IL1403 and single-plasmid derivatives of IL594 were obtained using a protoplast-induced curing method as described previously by Chopin, A. et al. [12]. In the present study, the stability of plasmid content during experimental procedures was confirmed by the polymerase chain reaction (RT-PCR) with the use of primers specifically exclusive for a particular plasmid. All strains were able to efficiently ferment 14 of the 49 mono- and disaccharides present in API 50CH (D-galactose, D-glucose, D-fructose, D-maltose, D-mannose, N-acetylglucosamine, D-ribose, D-trehalose, arbutin, cellobiose, and salicin). Compared to plasmid-free *L. lactis* IL1403, the metabolism of the other three glycosides (esculin, gentiobiose, and lactose) was increased in *L. lactis* IL2661 and IL594. Between 190 different carbon sources from Phenotype MicroArrays (amino acids, amides, amines, carbohydrates, β-glucosides, esters, fatty acids, sugar alcohols, and carboxylic acids), in 45 of them, at least one lactococcal strain showed notable metabolic activity (area under the curve (AUC) above 1.5 × 10^4^ in Omnilog Arbitrary Units (OAU)) (Figure 1). In favor of plasmid-containing strains, the most noticeable phenotypic differences were noted during the metabolism of C-sources, including 3-0-β-D-galactopyranosyl-D-arabinose, malic acid, butyric acid, α-methyl-D-galactoside, D-lactitol, adenosine, gentiobiose, D-lactose, and lactulose with particular emphasis on the first five substrates, which were not used at all by the plasmid-free strain. For the other carbon sources, the differences in metabolism between *L. lactis* IL1403 and plasmid-positive strains were less significant or absent (Figure 1). The strongest metabolic differences were observed in strains IL1392 and IL2661—the presence of four plasmids in the former enabled the metabolism of organic acids (citric, malic, butyric) and enhanced the utilization of α,β-methyl-D-galactosides and disaccharides (gentiobiose lactose, lactulose), while in the second one with pIL4, the metabolism of disaccharides (lactose, lactulose, gentiobiose) and the increased metabolic activity of disaccharide derivative (lactitol) were observed.

### 2.2. Presence of pIL5 Enhances L. lactis Tolerance to Antimicrobial Compounds

Among the strains tested and compared to plasmid-free *L. lactis* IL1403, IL1619 and IL594 showed the most pronounced changes in tolerance to several chemical compounds (Figure 2). The most apparent effect on the resistance of plasmid-containing strains was identified in the presence of toxic ions such as cadmium chloride, manganese (II) chloride, sodium cyanate, or sodium arsenate, in the presence of which there was an approximately 20–50% increase in their metabolic activity (Figure 2). In the vast majority of cases, the presence of plasmids had no significant effect on the antibiotic tolerance of analyzed *L. lactis* strains. The most pronounced, but only at most 40%, increase in the activity of plasmid strains was observed for the most part in the presence of some representatives of the β-lactam group (cefoxitin, cefuroxime, piperacillin) (Figure 2). Metabolic activity coefficients in plasmid-containing strains were also generally slightly elevated for some other compounds, including chelators (EDTA, 1-Hydroxy-Pyridine-2-thione), ATPases (sanguarine), and nitro compounds (furaltadone, nitrofurantoin), but the observed differences were subtle and did not exceed 40%. In many cases, the enhancement of tolerance to chemical compounds was similar between the multiplasmid strain and IL1619 containing only pIL5, which may suggest that of the pool of all plasmids of strain IL594, it is pIL5 that determines the occurrence of this phenomenon.

### 2.3. The Presence of Single Plasmids Changes the Expression of Chromosomal Genes

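Total RNA of 8 plasmid-harboring L. lactis strains was compared with that of plasmid-free IL1403 on 2-colour microarrays, with 2 biological replicates per strain. The strains were IL1618, IL1421, IL2661, IL1619, IL1420 and IL1530 with 1 plasmid each (pIL1, pIL3, pIL4, pIL5, pIL6 and pIL7, in that order), IL1392 with 4 plasmids and IL594 with all 7. Cultures were grown at 30 °C in M17 with 1% cellobiose to an OD600 of 0.6 to 0.7, and 100 ng of RNA was labelled with Cy3 or Cy5. Each sample was hybridised to 2 arrays with the dyes swapped, which gave 32 arrays of 15744 spots with 2441 gene probes at 6 spots each. The authors deposited the GenePix intensities of every array, with background not subtracted, and a table of their own processed log ratios for 2280 of these probes. All 2280 were taken here as the chromosomal genes, since the study reports only chromosomal genes; the files do not mark them as such.
The median intensity of the gene spots on an array lay between 151 and 759 in the channel of the plasmid strain and between 152 and 513 in that of IL1403. Of the gene spots, 4.00% to 32.6% per array were flagged as not found (median 7.56% in replicate 1 and 19.9% in replicate 2) and were left out. From the intensities, the background was corrected with normexp (offset 50), each array was normalized with loess, the spots of a probe and then both dye-swapped arrays of a sample were averaged, and limma was fitted to all 16 samples with a mean for each strain. A positive log2 ratio stands for a higher level in the plasmid strain. The offset shrinks ratios of dim probes: in simulated spots, a true log2 ratio of 2 came out as 1.44 and one of -2 as -1.57. Correlations across genes between the swapped arrays of a sample were 0.80 to 0.98, except 0.55 for replicate 1 of IL594.
The other 161 probes, absent from the authors' table, check which strain each array holds. In the channel of the plasmid strain, 125 of them were above background on all 4 arrays of IL594 and 60 on those of IL1392, whereas 8 to 11 were in the channel of IL1403 on the 4 arrays of any strain. In the strains with 1 plasmid this number was 50 for IL2661, 37 for IL1421, 27 for IL1619, 24 for IL1420, 20 for IL1530 and 11 for IL1618. Which dye marked which strain is stated only in the name of each deposited array. On single arrays, 11 to 154 of the 161 probes were above background in the channel so named for the plasmid strain and 11 to 23 in the channel of IL1403. On 3 arrays the number was the lower one in the strain's channel: 12 against 13 and 11 against 16 on those of replicate 2 of IL1618, and 20 against 21 on 1 array of replicate 2 of IL1530. At an adjusted p under 0.05 from limma, 84 of the 161 probes were higher in IL594, 43 in IL2661, 41 in IL1392, 22 in IL1619, 18 in IL1421 and 1 in IL1420. None was in IL1618 or IL1530, where 6 and 1 were higher at an unadjusted p under 0.05. With flagged spots kept, a setting chosen after the data were seen, the numbers for IL1420 and IL1618 were 14 and 3.

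**Figure D1:**
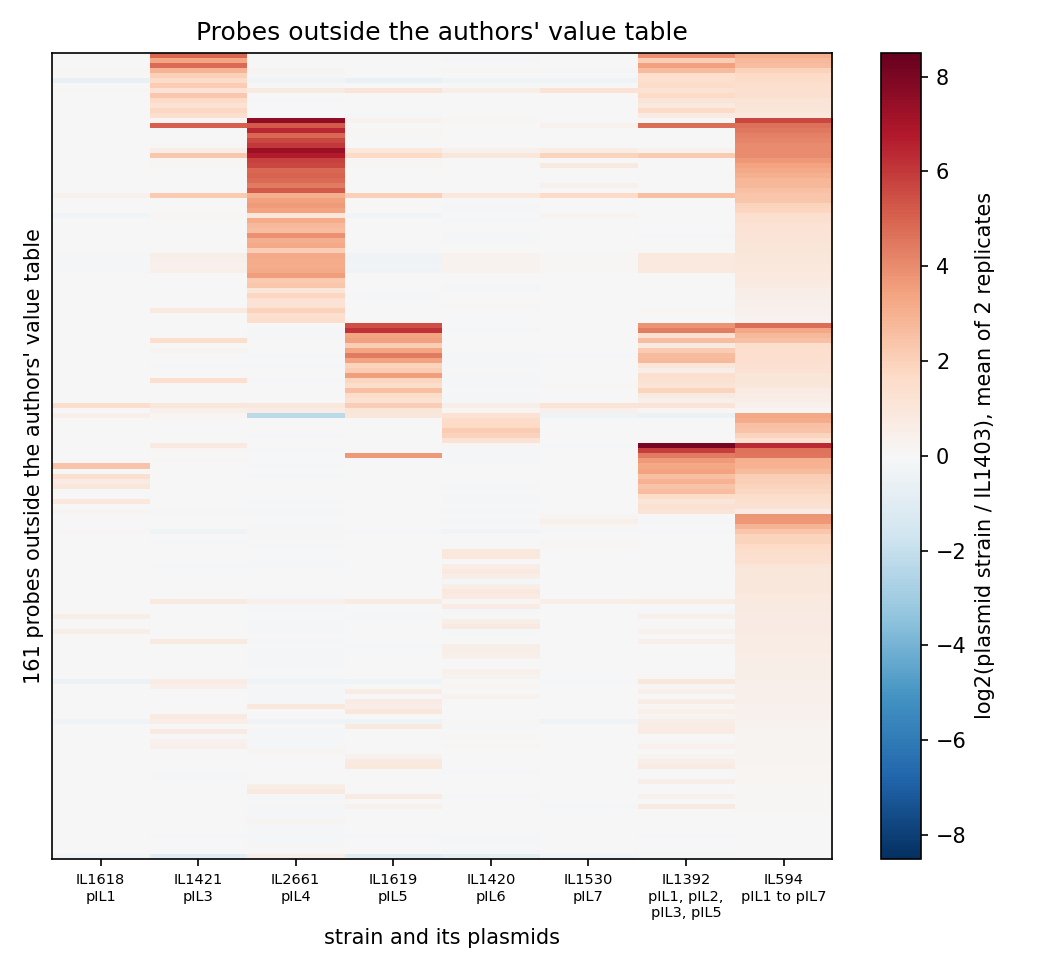
Mean log2 ratio to IL1403 (colour, 2 replicates, flagged spots kept) of the 161 probes outside the authors' value table (rows) in the 8 strains (columns). Rows are grouped by the strain other than IL594 with the highest ratio, and probes low in all of these strains come last. Blocks of positive ratios in IL1421, IL2661, IL1619 and IL1420 recur in IL594, and those of IL1421 and IL1619 recur in IL1392.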

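Between 2 and 121 of the 2280 genes changed in each strain at an adjusted p under 0.05 from limma. IL2661 had 121 changed genes (29 higher and 92 lower), IL1421 had 66 (5 and 61) and IL1619 had 55 (32 and 23). Smaller numbers were found in IL1420 (15, all lower), IL594 (4 higher and 7 lower), IL1618 (8 and 2), IL1392 (7 and 2) and IL1530 (2, both lower). Which side was the larger turned with the setting. In IL1619, lower genes were the more numerous with no background correction (7 higher and 10 lower), the background subtracted (5 and 8), median centring (54 and 65) and the authors' value table (7 and 8), and without replicate 2 (2 and 5). In IL1392 they were so with the same 4 settings (8 and 13, 10 and 20, 9 and 10, and 13 and 21), with the arrays scaled to each other (11 and 15) and with 4 arrays as 4 values (120 and 130). IL1618 had 15 higher and 82 lower with median centring, and IL594 had 15 and 4 without replicate 2. In IL1420, 3 genes were higher with an offset of 10, 2 with the filter on dim probes, 18 without replicate 2 and 215 with 4 arrays as 4 values. In IL1530, 1 was higher with each strain fitted alone, and 230 were higher and 186 lower with 4 arrays as 4 values. With the replicate number as a block, the number of changed genes ran from 15 in IL1392 to 213 in IL2661. There were then 81 higher and 97 lower in IL1619, 7 and 8 in IL1392, 22 and 48 in IL1420 and 3 and 14 in IL1530. Samples of one replicate number may share IL1403 RNA, which the main fit does not model. The block does not correct for such sharing. It takes shared replicate differences out of the residual spread, while variation of IL1403 stays in the strain means tested against 0. Its p-values may then be too small and its counts too large. At an unadjusted p under 0.05, 131 genes were higher in IL1420 and 98 in IL1530. At the thresholds of the study, the number of genes per strain ran from 1.23% of the 2280 genes in IL1530 to 4.52% in IL2661. Simulated samples with no change gave 9 to 16 genes per strain at these thresholds and no gene at the adjusted p. Their noise was independent between strains, with the same spread of a gene in each. In the data, the SD of the halved replicate differences ran from 0.31 in IL1392 to 0.67 in IL1619. The simulated counts are therefore no baseline for a single strain. With 2 samples per strain, the count of changed genes rested on single replicates: without replicate 1 it was 90 in IL1618, 8 in IL1421, 35 in IL2661 and 0 in IL1420 (128 at an unadjusted p under 0.05), and without replicate 2 it was 1 in IL1618, 43 in IL2661, 7 in IL1619, 60 in IL1420 and 19 in IL594. It was 0 in IL1530 without either replicate, where limma gave 81 and 533 genes at an unadjusted p under 0.05.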

In the comparative transcriptomic analysis between plasmid harboring *L. lactis* strains and plasmid-free IL1403, a range of 42 to 189 changes in chromosomal gene expression caused by single-plasmid presence was detected (Table 1), representing from 2% to 9% of all annotated chromosomal genes in the *L. lactis* IL1403 genome. The total number of identified unique genes reached 435. 

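Over the 8 strains, 303 different genes had a |log2 ratio| of at least 1.5 and an unadjusted p under 0.05. Of these, 211 passed in 1 strain, 48 in 2 strains and 44 in 3 or more, up to 6 strains for 4 genes. Of the 92 genes that passed in 2 or more strains, 88 moved in 1 direction in all of those strains, and 4 were higher in some and lower in others. Every strain was set against IL1403, whose RNA the samples may share, so part of this likeness in direction may come from it. With an adjusted p in place of the unadjusted one, 140 different genes passed. From the authors' value table the number was 660, and with the background subtracted it was 688.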

The most prominent changes were observed in the IL1392 strain harboring four plasmids (pIL1, pIL2, pIL3, and pIL5) with 148 upregulated and 41 down-regulated chromosomal genes. Conversely, the presence of pIL7 plasmid in the IL1530 strain led to the least variability in chromosomal gene expression with only 25 up- and 17 downregulated genes. 

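In IL1392, 41 genes passed the study's thresholds, 21 higher and 20 lower than in IL1403. With the authors' value table the numbers were 137 higher and 80 lower, and their sum of 217 was the highest of the 8 strains. With the background subtracted they were 110 and 105, and with no background correction 56 and 55. Without replicate 1, 22 genes passed. Of the 41 genes, 26 passed in the same direction in at least 1 of the strains that carry pIL1, pIL3 or pIL5 alone: 23 in IL1421, 11 in IL1619 and 1 in IL1618. Strains that share no plasmid with IL1392 overlapped with it too, with 8 higher and 13 lower genes shared with IL1530, 4 and 17 with IL1420, and 3 and 13 with IL2661. Part of each overlap may come from IL1403 RNA that samples share. Tested gene by gene with limma, the ratio of IL1392 differed at an adjusted p under 0.05 from that of IL1618 for 13 genes, of IL1421 for 12 and of IL1619 for 14. All 12 genes that differed from IL1421 were higher in IL1392, and 5 of them lay in a run of genes with neighbouring GeneID numbers that was low in IL1421. No strain carries pIL2 alone, so its part could not be compared.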

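IL1530 had the fewest genes past the study's thresholds, 28, of which 11 were higher and 17 lower. IL594 followed with 34 genes, but this place turned with the setting too. It had 205 genes with the background subtracted, 173 with the authors' value table and 110 with the arrays scaled to each other. The number for IL1530 moved with the replicate left out, to 15 without replicate 1 and 145 without replicate 2, so in the latter case it was not the fewest. IL1420 had fewer with no background correction (61 against 73), the background subtracted (113 against 144) and the authors' value table (104 against 134). IL594 had fewer with median centring (46 against 56) and with each strain fitted alone (27 against 33), and IL1619 with the arrays scaled to each other (4 against 35). With its replicate 1 left out, IL1392 had 22, and likewise IL1420 had 28, as many as IL1530. From the means of the authors' table with no p, a setting chosen after the data were seen, IL1420 had 125 against 165. The correlation across genes between the replicates of IL1530 was 0.02. The 3 genes whose ratio in IL594 differed from that in IL1530 at an adjusted p under 0.05 from limma were all lower in IL594.
Signal of the probes that may belong to pIL7 was low in IL1530. By where they were above background, 12 probes were left to pIL7: they were above background on all 4 arrays of IL594, on none of the 32 arrays in the channel of IL1403, and on at most 1 array of any strain without pIL7. In IL1530, 1 of the 12 was above background on all 4 arrays and 9 were on at least 1 array. Their median signal above background in IL1530 was 1.86% of that in IL594, with 1.03% in replicate 1 and 4.41% in replicate 2. The sets of the other plasmids also had to be above background on at least 2 arrays of each strain that carries the plasmid, so part of their higher share follows from this choice, and a probe of theirs with no such signal may be among the 12. For the probes of pIL6 the median in IL1420 was 22.0%, with 14.1% in replicate 1 and 35.1% in replicate 2, and for those of pIL1, pIL3, pIL4 and pIL5 in their strains with 1 plasmid it was 46.7% to 67.3%. The 46.7% of pIL1 stood for 71.8% in replicate 1 and 38.3% in replicate 2. Ratios to IL1403 give no level of these sets, since none of their probes was above background in its channel. With flagged spots kept, their median log2 ratios were higher than in IL594 for pIL3 (1.77 against 1.10), pIL4 (3.41 against 1.36) and pIL5 (2.15 against 1.28). For pIL1, pIL6 and pIL7 they were lower. Which of the strains had more signal of pIL3, pIL4 and pIL5 thus turned with the measure. No difference between strains was tested for these sets. They were formed after the data were seen, with the signal of IL1530 left out of account, and the files do not say which probe belongs to which plasmid.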

In all analyses of single-plasmid *L. lactis* strains, the presence of plasmids more often activated than inhibited chromosomal gene expression (Table 1).

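Higher genes outnumbered lower ones in 2 of the 6 strains with 1 plasmid, and the order rested on single replicates in others. These were IL1618, with 62 genes higher and 13 lower at the study's thresholds, and IL1619, with 55 and 14. Lower genes were more numerous in IL2661 (31 higher and 72 lower), IL1421 (26 and 52) and IL1420 (15 and 40). In IL594 there were 14 and 20. The paper's counts leave out prophage and transposon genes. Those could not be told apart here and stayed in, so the gene sets differ. Whether the runs of lower genes given below hold such genes is not known. Without replicate 1, IL2661 had 53 higher and 47 lower and IL1420 had 14 and 14. Without replicate 2, IL1530 had 97 and 48 and IL594 had 49 and 24. The largest rises at an adjusted p under 0.05 with the same sign on all 4 arrays were in IL2661, where GeneID_1115503 had a log2 ratio of 6.93 (SE 0.51, adjusted p = 3.61e-05 from limma) and GeneID_1115504 one of 6.81 (SE 0.91, adjusted p = 0.00218). In the channel of IL1403 these were above background on 2 and 3 of the 4 arrays. The largest falls were those of GeneID_1115087 in IL1421, by 6.60 on the log2 scale (SE 0.29, adjusted p = 7.35e-07), and of GeneID_1114145 in IL2661, with a log2 ratio of -5.79 (SE 0.24, adjusted p = 3.02e-07). Both were above background in IL1403's channel on all 4 arrays and in the strain's on 3 and 2. Their ratios in these strains from the authors' value table were -9.12 and -7.59, lower than any ratio that the paper lists. The paper's lists thus hold neither gene with these values. Whether it left them out as prophage or transposon genes is not known. The files do not pair these IDs with gene names. From the authors' value table, GeneID_1115503 and GeneID_1115504 had 7.9 and 7.6 in IL2661, the values that the paper lists for oppC and oppB. The paper places the opp operon on pIL4 as well as on the chromosome. It takes the rise in IL2661 as most likely due to the plasmid, so these rises may not be chromosomal. Whether the IDs are those genes was not tested.
Many of the lower genes stood side by side in the order of their GeneID numbers. In IL1421, 1 run of 55 probes held 36 of the 52 lower genes, with a median log2 ratio of -1.86. A run of 24 probes in IL2661 held 16 of its 72 lower genes, with a median of -1.79, and a run of 4 probes in IL1619 held 2 of 14. GeneID_1114145, named above for its fall, lay in the run of IL2661. GeneID_1115087 came directly after the last probe of the run of IL1421, so these falls may not be changes of single genes. With these runs left out, a setting chosen after the data were seen, IL1421 had 26 genes higher and 16 lower. The runs were chosen for low signal in the strain, so this turn follows largely from the choice. In IL1421, higher genes also outnumbered the lower ones with the authors' value table (102 and 82). With each array centred on its median, IL1618 had 30 higher and 91 lower. In IL1392, with 21 and 20, lower genes were more numerous with an offset of 10 (22 and 25), with each strain fitted alone (26 and 27) and at a |log2 ratio| of at least 1.2 (30 and 32).

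**Figure D2:**
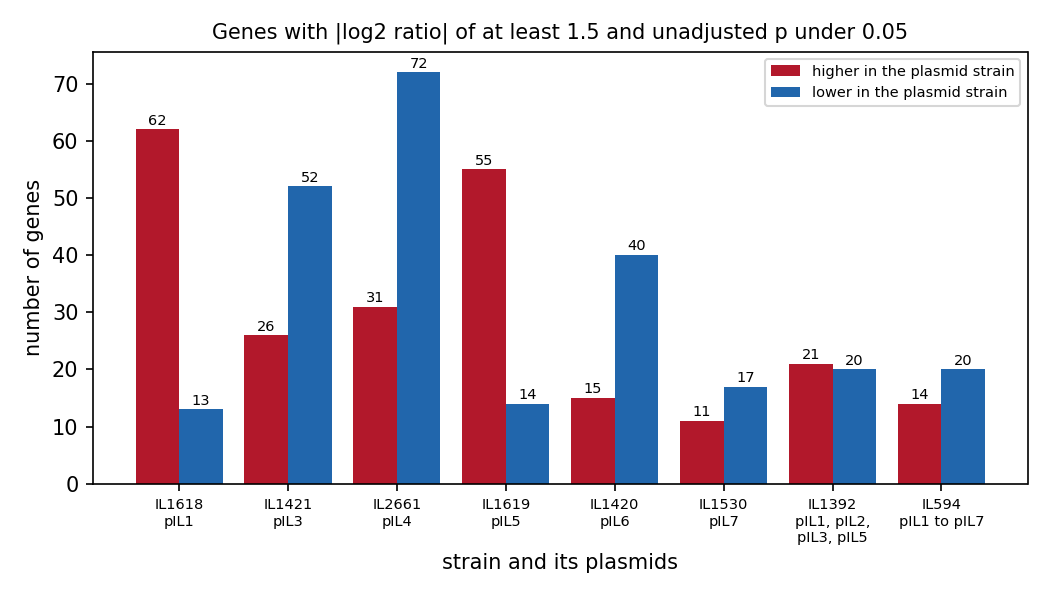
Number of genes (vertical axis) past the study's thresholds in each of the 8 strains, with bars for genes higher and lower than in IL1403. Bars of higher genes are the taller ones in IL1618, IL1619 and IL1392 in this setting. The order turned in IL1618 with median centring and in IL1421 with the authors' value table. In IL1392 it turned with an offset of 10, each strain fitted alone or the log2 threshold of 1.2. It also turned in IL2661 without replicate 1, and in IL1530 and IL594 without replicate 2. From the means of the authors' value table with no p, a setting chosen after the data were seen, it turned in IL1421 and IL1530. Without the runs of low probes it turned in IL1421, which follows largely from the choice of these probes for low signal.

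**Figure D3:**
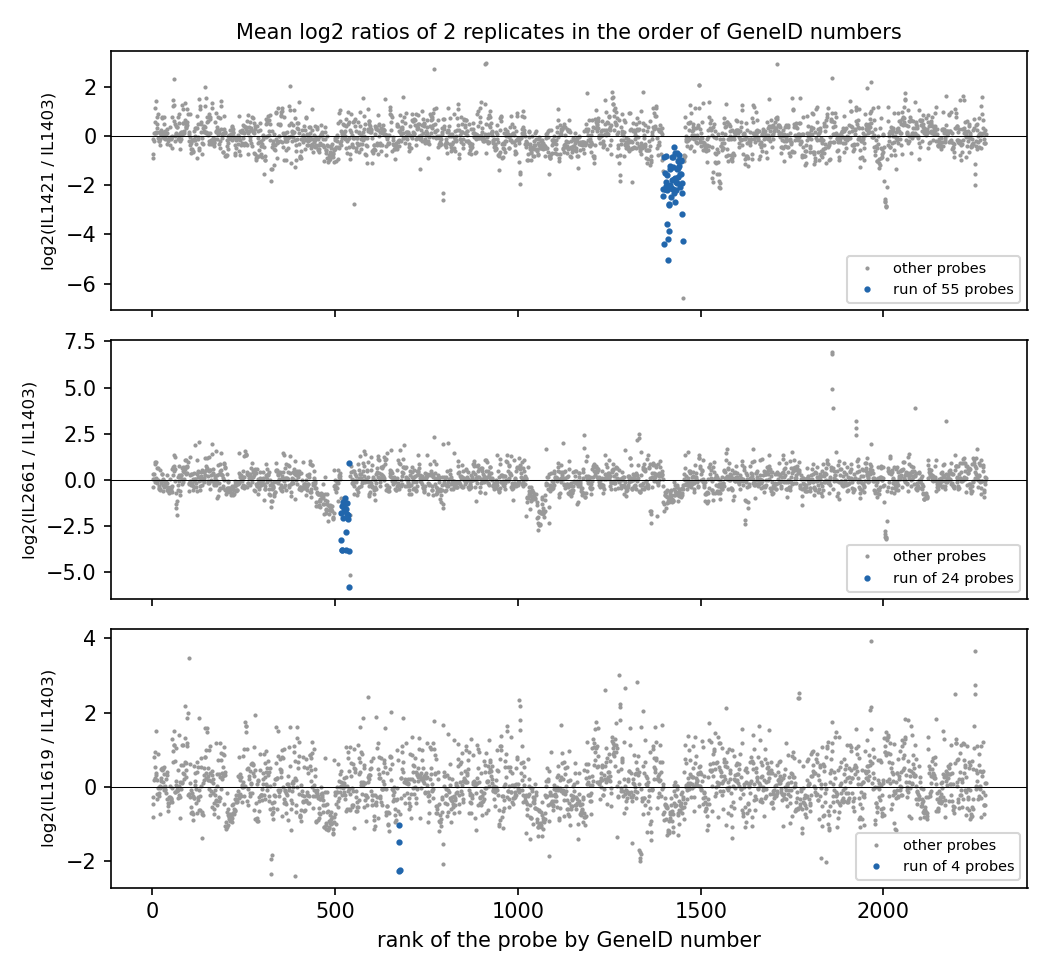
Mean log2 ratio of 2 replicates (vertical axis) of the 2280 genes in the order of their GeneID numbers (horizontal axis) in IL1421, IL2661 and IL1619. The runs of 55, 24 and 4 probes are drawn in blue; their lowest ratios are -5.03, -5.79 and -2.25.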

Chromosomal genes differentially expressed in the presence of pIL1–pIL7 plasmids were grouped based on their biological role according to functional categories of COGs (clusters of orthologous groups) (Supplementary Table S1). The presence of extrachromosomal replicons led to prominent changes in the expression of chromosomal genes, mainly with metabolic, defense, or regulatory functions. More than 49% of the identified changes (212 differentially expressed unique genes) corresponded to genes of metabolic functions from seven COGs, including energy production and conversion (C), the transport and metabolism of carbohydrates (G), amino acids I, nucleotides (F), inorganic transport (P), lipids (I), and coenzymes (H) (Figure 3). 

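The files do not give the COG category of a probe, so genes with signal above background in the channel of the plasmid strain alone were counted over all 2280 genes. Of these, 67 were above background on all 4 arrays of at least 1 strain in the channel of the plasmid strain and on none of the same arrays in that of IL1403. There were 44 such genes in IL1392, 35 in IL1421, 11 in IL2661 and 1 in IL594, and none in the other 4 strains; 20 genes were shared by 2 or more strains. For 24 of the 67, no array of any strain showed signal above background in the channel of IL1403. Of the 67, 2 passed the study's thresholds in such a strain. In IL1421, 2052 genes were above background on all 4 arrays in its own channel against 1702 in that of IL1403. The numbers were 1682 against 1480 in IL1392, 1759 against 1664 in IL2661 and 1598 against 1535 in IL1420. In the remaining strains the channel of IL1403 had more. A difference in brightness between channels can therefore not be told apart from transcription in the plasmid strain alone. In the opposite direction, 32 genes of IL1421, 11 of IL2661 3 of IL1619 and 1 each of IL1618 and IL594 were above background in IL1403 on all 4 arrays and in the plasmid strain on none.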

Genes encoding proteins of unknown function (COG cat. S) were strongly represented, with 143 unique genes transcribed exclusively in the presence of plasmids (Supplementary Table S1).

Among genes with metabolic functions, a pool of 49 chromosomal genes with differential expression was assigned to the amino acid transport and metabolism (E) category (11% of all identified changes) (Figure 3, Supplementary Table S1), where the dominance of expression activation was observed in all analyzed strains (76% of transcriptomic changes). The strongest activation of expression of genes involved in oligopeptide transport (*opp* operon) (Log2Ratio 6.9–7.9) was observed in the presence of pIL4 plasmid (strain IL2661), while the most numerous changes were recorded for *L. lactis* IL1392, with the increased transcription of 23 genes, including dehydrogenase (*asd*), dehydratase (*ilvD*), peptidase involved in casein degradation (*pepF*), and a set of ABC transporters for mono-, di-, and tripeptides (i.e., *yddA*, *ysaBCD*, *yrfBD*). In the context of substrate transport, the upregulation of several genes (*ydgC, yshA*) (Log2Ratio 2.1–3.4) encoding secondary transport systems (uniporters and antiporters) that engaged in amino acid uptake was also observed in strain IL1392 (Supplementary Table S1).

The presence of four plasmids in strain IL1392 also led to a considerable variation in the expression profile of genes involved in energy production and conversion (the COG cat. C) and carbohydrate transport and metabolism (COG cat. “G”). Within these, the significant activation (Log2Ratio 2.1–4.6) of genes involved in citrate (*citBCD*), malate (*maa*, *mleS*), gluconate, and glutamate (*gltPQS*) metabolism was observed. Furthermore, the expression profile of genes involved in redox reactions was also altered and included those upregulated, such as several oxidoreductases (*ybiE*, *yddB*, *ymgK*, *yqcA*, *yugB*), acyl-dehydrogenase (*pdhB*), and those repressed encoding NADH/NADPH oxidases and reductases, such as *yiaD*. In the context of sugar transport and catabolism, the plasmids also activated (up to three-fold) the expression of genes participating in the phosphotransferase system (PTS)-driven uptake of fructose (*fruA*) and xylose/xyloside (*ywiH*, *xylT*, *xynTB*) (Supplementary Table S1). In contrast, the presence of plasmids caused the inhibition (Log2Ratio 1.9–3.9) of the expression of the entire Leloir pathway operon, encoding components of the complete galactose and lactose utilization system (*galPMKTE*-*thgA*-*lacZ*).

The plasmids altered the transcriptional profiles of 43 unique genes also from the COG categories associated with nucleotide (F), coenzyme (H), and lipid (I) transport and metabolism (Figure 3). The most abundant effects occurred in *L. lactis* IL2661 and IL1420, with the down-regulation (up to Log2Ratio 1.5–2.5) of F category genes, such as transferases (*pydB*, *pyrBE*), decarboxylase (*pyrF*), and the *xpt* gene involved in guanine metabolism. In the H category, the most noticeable decrease (Log2Ratio 2–3) was in the expression of folic acid synthase (*pabAB*) and thiamine synthase (*apbE*). In the group of genes involved in lipid transport and metabolism, *L. lactis* IL1392 and IL2661 had increased expression levels of genes encoding proteins involved in fatty acid degradation and unsaturated fatty acid synthesis, such as acetyl-CoA carboxylase (*accBCD*), ACP S-malonyltransferase (*fabD*), enoyl-ACP reductase (*fabI*), (3R)-hydroxymyristoyl-ACP dehydratase (*fabZ*), and long-chain acyl-CoA synthetase (*fadD*). On the other hand, probably to counterbalance this activation effect, the same long-chain acyl-CoA synthetase FadD appeared to be strongly (Log2Ratio almost 6) repressed in strain IL1619.

Among genes in the COG categories of inorganic ion transport and metabolism (P) and defense mechanism (V), the most notable changes in chromosomal gene expression profiles occurred in *L. lactis* IL1619 and IL1392, both carrying pIL5. Both strains had a similar pattern of identified changes in the transcriptome, with a strong predominance of expression activation. 

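Over all genes, IL1619 and IL1392 moved in part together, with a correlation across genes of 0.56 between their mean log2 ratios. At the study's thresholds, 5 genes were higher in both (0.51 by chance for independent lists) and 6 were lower in both (0.12 by chance), and none moved in opposite directions. The files do not mark genes of the COG categories P and V, so the paper's statement on these was not tested. Over all genes, 55 were higher and 14 lower in IL1619, and 21 and 20 in IL1392, or 137 and 80 in IL1392 from the authors' value table. Higher genes were the more numerous in IL1392 in 13 of 16 settings and lower ones in 3, so the order there is not settled. In some of the 13 the margin was 1 gene, as with no background correction (56 and 55). At an adjusted p under 0.05 from limma, 7 were higher and 2 lower in the main setting. Lower genes were then the more numerous with the background subtracted (10 and 20) and from the authors' value table (13 and 21). IL1392 resembled some strains without pIL5 more closely: the correlation was 0.71 with IL1421, which shares pIL3 with it, 0.71 with IL1530 and 0.63 with IL1420. With IL2661 (0.53) and IL1618 (0.22), also without pIL5, it was lower. The range was 0.17 to 0.71 over the 28 pairs of strains. Every strain was set against IL1403, whose RNA the samples may share, so part of each correlation may come from it. Between the halved differences of replicates 1 and 2, which hold no strain effect, the correlation for IL1619 and IL1392 was 0.65 and the covariance 0.13, against a covariance of 0.21 for the means. That correlation was 0.71 for IL1421 and IL1392, and 0.47 for IL1530 and IL1392. Genes are not independent replicates, and these values describe the 2 samples of each strain.

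**Figure D4:**
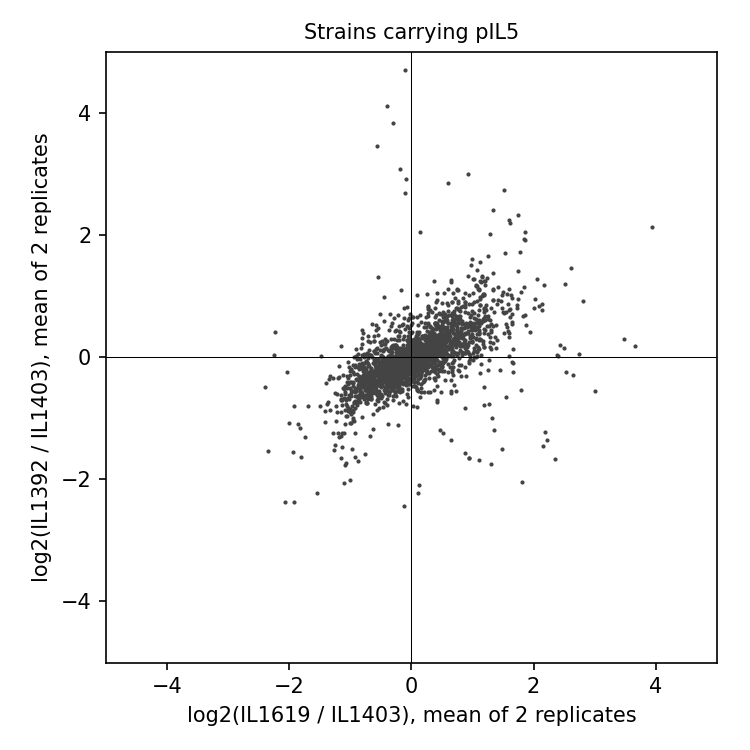
Mean log2 ratio to IL1403 of each of the 2280 genes in IL1619 (horizontal axis) and IL1392 (vertical axis), 2 replicates each. The points scatter about a rising line, with a correlation of 0.56.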

In the presence of pIL5, an increase of expression of genes mainly involved in the transport of mono- and bivalent cation such as potassium (*yjdJ*), cadmium (*cadA*), magnesium (*pacL*, *ypbB*), or heavy metals (*cbiO*, *ypbC*, *ytgB*, *yvfA*) was observed (Figure 3, Supplementary Table S1). The expression of multidrug efflux pumps (*yhcA*, *ypbC*, *yvhA*, *ywiG*, *yxbD*) was also markedly upregulated, as were components of drug transport systems, including the general drug antiporter (*lmrP*) and the gene encoding kanamycin kinase (*ymdC*), but the changes were subtle and did not exceed a Log2Ratio of 1.9 shift in transcript levels. In contrast, the expression of the *mtsABC* cluster encoding components of the manganese import pathway and ammonium transport system (*amtB*) were negatively regulated.

All *L. lactis* strains analyzed showed changes in the expression levels of genes involved in transcriptional regulation (COG category K). The expression of transcriptional regulators was clearly manipulated, with a predominance of activation in the presence of multiple plasmids, but this was especially evident in the presence of pIL1 or pIL3 carried by *L. lactis* IL1618 and IL1421, respectively. Distinct changes in the expression of transcriptional regulators were also seen in IL1392, which is probably the result of the joint action of pIL1 and pIL3, which, among others, occur together in this strain. Many of the plasmid-controlled transcription regulators do not yet have assigned functions but can be assigned to various families (TetR/AcrR, ArsR, DeoR, NadR, RpiR, Crp, MarR, LytR, Xre). Genes with elevated levels of transcription encode, among others, proteins with putative regulatory function (e.g., *ynaAB*, *rliABDE*, *yjaBJ*), fructose uptake repressor (*fruR*), ferric uptake regulator (*fur*), NAD biosynthesis regulator (*nadR*), or phosphate transport system regulator (*phoU*). In contrast, transcription regulators belonging to the TetR/AcrR, MarR, LytR, or Xre family were markedly downregulated, including regulators of fatty acid biosynthesis (*rmaA*, *rmaG*), hyaluronan biosynthesis (*rmaJ*), and galactose utilization (*glaR*/*yugA*) or those involved in heme homeostasis (*ygfC*) (Supplementary Table S1).

## 3. Discussion

Knowledge of the role of individual plasmids and/or their genes in crosstalk with the chromosome and subsequent changes in the expression of the bacterial phenotype is still poor. Here, in an approach of high-throughput phenotypic and transcriptomic analyses, we assigned a function to individual plasmids from the multiplasmid *L. lactis* IL594 regarding the modulation of host chromosome gene expression and phenotype. As part of these analyses, we identified a sizable set of changes in chromosomal gene expression levels, accounting for 20% of all genes in the chromosome of *L. lactis* under study. 

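In the deposited arrays, the genes past the study's thresholds in at least 1 strain made up 13.3% of the 2280 genes of the authors' value table. From the values of that table the share was 28.9%, and with the relaxed log2 threshold it was 19.7%. It was 6.14% where an adjusted p was required. By strain, the shares included 3.42% in IL1421, 3.29% in IL1618, 3.03% in IL1619 and 2.41% in IL1420.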

While some phenotypic changes may be encoded by plasmid genetic determinants per se, we postulated here that some are due to plasmid–chromosome crosstalk. A flagship example might be the increased transcription of the operon encoding the ABC transporter dedicated to oligopeptide uptake observed in the presence of certain plasmids. The entire *oppDFBCA* operon is located in pIL4 [7], and in strain IL2661, we observed an unusually strong increase in transcript levels, which is most likely due to the gene expression of this system from the pIL4 plasmid. However, a copy of the *oppDFBCA* operon was also located in the chromosome, and in IL1421 and IL1392 strains containing the pIL3 plasmid, the activation of the operon was evident, suggesting a pIL4-independent effect of pIL3 on bacterial protein metabolism by affecting the host chromosome.

Strains with plasmids showed a greater capacity for carbohydrate fermentation, resulting in the increased or even enabled use of several of them. The most obvious phenotypic differences within the analyzed plasmid and plasmid-free strains were observed for IL1392 (harboring pIL1, pIL2, pIL3, and pIL5 plasmids), IL2661 (harboring pIL4 plasmid), and IL1420 (harboring pIL6 plasmid). Increased use of monosaccharides such as glucose, fructose, and mannose was observed in these three strains, and since the plasmids residing in them do not carry genes involved in the metabolism of any of these sugars, this suggested that the effect of their increased utilization has a basis stemming from the plasmid–chromosome crosstalk. Indeed, the presence of pIL1 and pIL5 plasmids enhanced the transcription of the *fruRCA* operon, encoding a complete lactococcal fructose metabolism system consisting of the DeoR family regulator, 1-phosphofructokinase, and the IIABC component of fructose-specific PTS (PTS^fru^) [13]. In *L. lactis* IL1403, glucose and mannose were transported by another sytem, the mannose-specific PTS (PTS^man^), and it was previously shown that, in this strain, this is the only system specific for mannose and potentially glucose, as its inactivation leads to the full abolition of the ability of IL1403 to grow on mannose [14], and the alternative system for glucose transport used in other lactococci (PTS^cel^ encoded by *ptcABC*) [15] is inactive in IL1403 most likely due to the lack of expression of the PtcC permase (our unpublished study). However, the results of the transcriptomic microarray analysis here did not show an enhancement of the expression of the *ptnABCD* genes encoding PTS^man^ in the presence of any of the plasmids, which may suggest that another system with affinity for mannose and glucose may be regulated by the plasmids and involved in the transport of these two monosaccharides.

In a previous study, we indicated the role of the overall plasmid load in strain IL594 in enhancing the metabolism of more complex carbon compounds, such as certain β-glycosides [11]. Here, we specified that plasmids residing in strains IL2661 and/or IL1392 are mainly involved in this process, as their presence led to the enhancement of their hosts of the use of lactose and its derivatives as well as β-glucosides, such as esculin and gentiobiose. While the efficient metabolism of lactose, lacticol, and lactulose in strain IL2661 is certainly due to the activity of the pIL4-encoded lactose-specific PTS system (PTS^lac^) [7], the genetic determinants that condition the β-glucoside metabolism appeared to be absent in plasmids residing in strains IL2661 and IL1392. However, a glance at chromosomal gene expression data indicates an upregulation of the expression level of the *ypcA* gene encoding a hypothetical P-β-glucosidase in these two strains. Confirmation of the role of the novel P-β-glucosidase YpcA in the hydrolysis of esculin and gentiobiose in *L. lactis* and the specific plasmidic genetic determinants leading to its elevated expression levels requires further study.

Among other chromosomal genes involved in sugar metabolism, notable changes induced by the presence of single plasmids were reported here in the expression of those relevant to galactose, xyloside, or xylose metabolism. Galactose metabolism in *L. lactis* IL403 has already been deciphered to involve solely transport by GalP permease (LacS) and subsequent transformation in the Leloir pathway, with the entire operon subject to activation by the RpiR-family transcriptional regulator GlaR (YugA) [16]. Here we showed that in the presence of pIL3 or pIL7 plasmids, the *glaR* gene was repressed, resulting in the reduced transcription of the entire Leloir operon, as observed for its *galPMKTE-thgA-lacZ* genes. However, the repression of the Leloir operon did not become obvious at the phenome level, as no definite reduction in galactose utilization was observed in plasmid-carrying strains, suggesting a rather loose control of GlaR activator expression by plasmidic genes. Similarly, changes in the expression of chromosomal *xylAT* genes did not become apparent at the phenomic level; despite their activation caused by the presence of plasmids pIL3, pIL4 (*xylT*), or pIL5 (*xylA*), the strain remained xylose-negative. However, this phenomenon finds its simple explanation in a mutation in the *xylT* gene encoding the D-xylose proton symporter, leading to the shortening of the C-terminus of the protein and, consequently, its inactivation and the inability of *L. lactis* IL1403 to grow on xylose, despite the presence of a complete operon for the metabolism of this sugar [17]. Thus, it can be concluded that carrying pIL3-, pIL4-, or pIL5-like mobile elements in Xyl^+^ bacteria will result in the improved efficiency of utilization of this carbon source and to the advantage of their hosts in the plant environment.

The effect of crosstalk between the plasmid and the chromosome was also apparent in the regulation of genes involved in dihydroxyacetone (DHA) use. The *dhaLM* genes encoding dihydroxyacetone kinase subunits were overexpressed in IL1619, suggesting a possible role for plasmid pIL5 in the metabolic regulation of DHA conversion to glyceraldehyde-3-phosphate and entry into the glycolysis pathway [18]. The mechanism of *dhaLM* gene upregulation may be directly related to the enhanced expression of the *dhaK* transcription activator gene also observed in the presence of the pIL5 plasmid in multiplasmid strains of *L. lactis*. These observations present an interesting possibility of the plasmid- and chromosome-associated intensification of DHA bioproduction in *L. lactis*, especially in the context of the increasing use of DHA in drugs and cosmetics [19].

Increased tolerance to antimicrobial compounds and metal ions represents an important mechanism of LAB environmental adaptation. Here, we showed that the presence of plasmids in *L. lactis* led to subtle differences in the tolerance of theirs hosts to several chemical compounds, with most changes observed in strain IL1619 with pIL5, confirming our previous suspicion of its importance in enhancing cell resistance in the multiplasmid *L. lactis* IL594 [11]. These findings imply that pIL5 may play a role in increasing cell defense by the action of its own resistance genes and/or by regulating the expression of the chromosomal ones. Indeed, the increased tolerance to heavy metals can be directly linked to the presence of plasmidic genes located in pIL5, such as those encoding components of the Cd^2+^/Ni^2+^ ion transport system (*cad* operon). This operon contains regulatory *cadX* and resistance *cadD* genes, encoding the metalloid efflux system with specificity to Cd^2+^, Co^2+^, and Zn^2+^ [20]. The phenotype of increased *L. lactis* resistance to heavy metal ions through efflux transporters, mostly chromosomally encoded, have been previously reported [21]. However, adaptation to toxic ions may also result from the plasmid-derived influence on chromosomal gene expression, as we observed altered the expression of many chromosomal genes from the COG category of inorganic ion transport. Among them, the transcription of *cadA*, *cbiO*, *pacL*, and *yuhE*, encoding components of mono- and divalent cation efflux systems (Cs^+^, Co^2+^, Zn^2+^), were most strongly activated. Interestingly, the phenotypic effect of enhanced tolerance to cesium, cadmium, and cobalt ions was observed in IL1619 and IL594, supporting our previous speculation of the important role of plasmid pIL5 in enhancing the cellular tolerance of *L. lactis* [11]. Here, we also confirmed the previously described phenomenon of plasmid-induced repression of all three components of the *mtsABC* operon encoding the manganese ABC transport system in *L. lactis* IL594 [10]. Manganese is an essential cofactor required for appropriate enzymatic functions of stress response and cell growth [22], and some genes encoding putative transporters located in pIL5 can also enhance manganese ion uptake (e.g., putative Mn^2+^ and Fe^2+^ transporter of the NRAMP family encoded by the *orf16* gene). However, a potential toxic effect through the accumulation of manganese in the cytoplasm has also been described, highlighting the need for the accurate regulation of its homeostasis [23]. This study indicated that pIL5 reduces the activity of the *mtsABC* system, and thus, the cell is protected from excess manganese. As support for this hypothesis, we identified a pIL5-dependent increase in tolerance to manganese ions in both IL1619 and IL594 strains compared to plasmid-free IL1403, indicating a benefit for pIL5-containing cells in dealing with possible excess of this metal.

The pIL5 plasmid may also have a role in increasing the tolerance of susceptible *L. lactis* cells to some antibiotics and other antimicrobial compounds, but only small changes of at most 40% have been observed in its presence that do not lead to antibiotic resistance, where there is a multiple increase in the level of resistance compared to the wild-type strain [24,25,26]. One mechanism of resistance is the presence of highly conserved multidrug resistance (MDR) efflux pumps that remove antibiotics outside the bacterial cell, and at least 20 genes encoding antibiotic-related transporters have been identified in the genome of susceptible *L. lactis* IL1403 [9]. Here, we showed that the presence of plasmids can induce changes in the expression levels of some of them, including *ywiG* and *ypbC* encoding putative multidrug resistance transporters of the ABC family, the expression of which was elevated in the presence of plasmids pIL3 and pIL4. The genes *ymdC* encoding an aminoglycoside resistance protein, *yvhA*, and *lmrP*-encoding MDR efflux pumps were also upregulated in the presence of plasmid pIL5. Of these genes, only *lmrP* functionality in *L. lactis* has so far been confirmed to confer resistance to clinically important antibiotics [27,28]. It cannot be ruled out that plasmids may influence other mechanisms of increased antibiotic tolerance, such as cell envelope remodeling. In IL1618 and IL1619 strains, there was the activation of some genes of the *dlt* operon involved in the incorporation of d-alanine in teichoic acids (TA), which is one of the mechanisms of resistance to various positively charged antimicrobials in Gram-positive bacteria [29,30,31]. This observation seems interesting in view of the activation, also observed in IL1618 and IL1619, of *ysaACB* genes encoding an ABC transporter that in *L. lactis* is one of the components of the peptide-sensing and detoxification (PSD) module [32,33]. Previously, it was pointed out that the important function of activation of this module in conditioning resistance to peptide antimicrobial compounds is realized through the induction of *dlt* operon expression [33], and here, we showed the role of pIL1 and pIL5 in supporting this resistance mechanism.

The role of plasmids cannot be overestimated due to the fact that they increase host adaptive functions, with some of their properties resulting not only from the direct activity of the genes they carry but also from indirect actions through modulation of the expression of relevant chromosomal genes. In the case of *L. lactis* IL594 and its single-plasmid derivatives, the presence of individual plasmids led to an increase in host adaptive functions, with a subtle trend at both genotypic and phenotypic levels. Further studies should focus on the identification and characterization of specific plasmid genes that are responsible for effects on chromosomal gene expression observed here and consequently the corresponding phenotypic changes.

## 4. Materials and Methods

### 4.1. Bacterial Strains and Growth Conditions

*L. lactis* strains used in this study are shown in Table 2. Bacteria were grown aerobically at 30 °C in M17 (Oxoid Ltd., Basingstoke, Hampshire, UK) supplemented with 1% (*w*/*v*) cellobiose (M17-Cel). Solidified media contained 1.5% agar (Sigma-Aldrich, Saint Louis, MO, USA).

### 4.2. Metabolic Activity and Resistance Assays

Metabolic profiles were evaluated globally using the Phenotype MicroArrays (PM) system (Biolog Inc., Hayward, CA, USA), according to the manufacturer’s instructions. *L. lactis* strains were cultured on M17-Cel solid medium, and the grown colonies were suspended in IF0a inoculating fluid until the solution reached the transmittance of 81%. Growth additives and tetrazolium redox dye D (Biolog, USA) were added corresponding to standard protocols recommended by Biolog for *Streptococcus* spp. A total of 100 μL of aliquot was added to each well in PM panels and incubated in an OmniLog incubator-reader (30 °C; 96 h). Colorimetric data were collected approximately every 15 min and analyzed using OmniLog PM software version 2.3.01 (Biolog, USA). 

### 4.3. Oligonucleotide Microarrays

Prior to RNA isolation, confirmation of the presence of plasmids in *L. lactis* IL594 and its single-plasmid derivatives was carried out using polymerase chain reaction (PCR) with primers specific to selected unique plasmid genes (Supplementary Table S3). The total RNA was isolated from 10 mL *of L. lactis* cultures grown in M17 medium supplemented with cellobiose from mid-exponential growth phase (OD_600_ 0.6–0.7) using GeneMATRIX Universal RNA Purification Kit (EURx, Gdańsk, Poland), according to the manufacturer’s protocol. For cDNA MicroArrays transcriptomics experiments, 100 ng of total RNA was used as the template for providing Cy3 or Cy5 fluorescently labeled cDNA by the use of the Agilent Quick Amp Two-Color Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s protocol. The comparative microarray hybridizations of plasmid-harboring and IL1403 strains transcriptomes were performed in two biological replicates. Hybridizations were performed with two technical replicates with dye-swap. Custom Gene Expression 8x15 K Microarray slides (Design ID: 084868) containing 2441 60-mer oligonucleotide probes representing all known *L. lactis* IL594 genes were used (Agilent Technologies, USA). The fluorescence images obtained were further scanned with the Axon GenePix 4000B (Molecular Devices, San Jose, CA, USA) microarray scanner. Feature extraction was achieved with GenePix Pro 6.1. The raw data were Lowess-normalized, averaged, and statistically analyzed using Acuity 4.0 software (Molecular Devices). 

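The table of processed values that the authors deposited holds 1 column per sample for 2280 probes, with 0 to 56 values missing per column. Its columns were set against the scanner intensities, since scale, centring and direction are not stated. After plain background subtraction and loess, the log2 ratios of each sample followed the column with a correlation of 0.88 to 0.97 across genes and a slope of 0.93 to 1.06, positive in every sample. The values are therefore on a log2 scale with positive ratios for a higher level in the plasmid strain, and their medians lay between -0.08 and 0.04, close to 0. After normexp with an offset of 50 the correlation was 0.83 to 0.95 and the slope 0.43 to 0.76, so ratios in that setting were smaller. From the table, limma gave 104 genes past the study's thresholds in IL1420 to 217 in IL1392. Of the 103 genes that passed from the intensities in IL2661, 97 also passed from the table in the same direction, as did 73 of 75 in IL1618, 75 of 78 in IL1421 and 56 of 69 in IL1619.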

A LogRatio value expressing the over- or underrepresentation of the transcript in compared samples was calculated for each analyzed gene. A gene was identified as differentially expressed between compared *L. lactis* strains if the level of its transcript differed by|Log2Ratio| ≥ 1.5 with the statistical significance, *p* < 0.05 (Supplementary Table S1). In order to be able to refer to the off-threshold data, an additional transcriptomic data set with relaxed thresholds of Log2Ratio ≥ 1.2) and statistical significance *p* < 0.05 was also developed (Supplementary Table S2). 

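At a |log2 ratio| of at least 1.2 and an unadjusted p under 0.05, the number of genes was 154 in IL2661 (57 higher and 97 lower), 120 in IL1619 (92 and 28), 117 in IL1421 (50 and 67) and 110 in IL1618 (81 and 29). It was 87 in IL1420 (26 and 61), 75 in IL594 (28 and 47), 62 in IL1392 (30 and 32) and 52 in IL1530 (20 and 32). Over the 8 strains, 449 different genes passed.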

The subsequent lists of differentially expressed genes (DEGs) were subjected to bioinformatic analysis. ORF annotations of *L. lactis* were obtained from the BASys Omix 4.0 software [34]. Differentially expressed genes were grouped based on putative functions of the encoded proteins into COG categories using the WebMGA RPS-blast tool (Weizong-Lab) (http://weizhong-lab.ucsd.edu/webMGA/server/cog/, accessed on 15 January 2023). Due to the different results between biological repeats, both in this work and in our previous studies [11], in the current paper, we did not present or include differently regulated genes from the COG X category (Mobilome: prophages, transposons) in the comparisons. 

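Replicates 1 and 2 resembled each other most in IL2661, where the log2 ratios of 2194 genes measured in both had a correlation of 0.63 across genes, and in IL1421 (0.57) and IL1392 (0.54). The correlation was 0.25 in IL1618 and in IL1420, 0.20 in IL594 and 0.04 in IL1619. The ratios of both replicates had the same sign for 73.5% of genes in IL1421, 72.1% in IL2661 and 69.9% in IL1392, and for 49.7% in IL1530 and 53.6% in IL594. Replicate 2 was the dimmer one, with a median of 79.4% of the 2280 genes above background in the channel of the plasmid strain against 96.1% in replicate 1. Genes of the COG X category could not be told from the files, so they stayed in all counts given here.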

The complete transcriptome analysis data were deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/, accessed on 12 April 2023) under accession no: GSE229414.

## Figures and Tables

**Figure 1:**
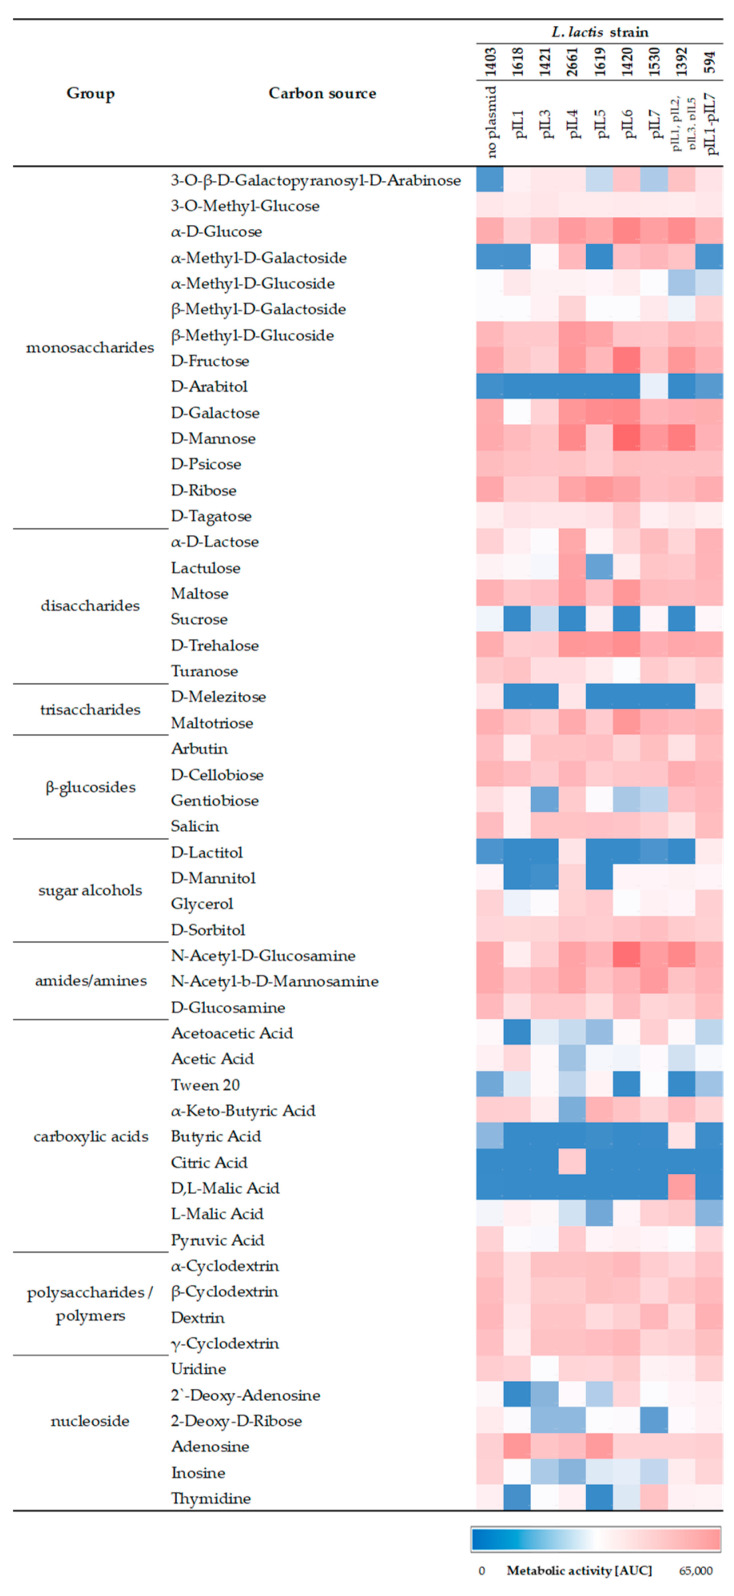
Phenotypic MicroArray for carbon source utilization by *L. lactis* strains carrying plasmids or plasmid-free *L. lactis* IL1403. Colors from blue to red correspond to area under the curve (AUC) values of metabolic activity. Only those carbon sources are shown on which metabolic activity of at least one strain was detected, and the colorimetric reaction kinetics plot had an AUC > 15,000 in Omnilog arbitrary units (OAU).

**Figure 2:**
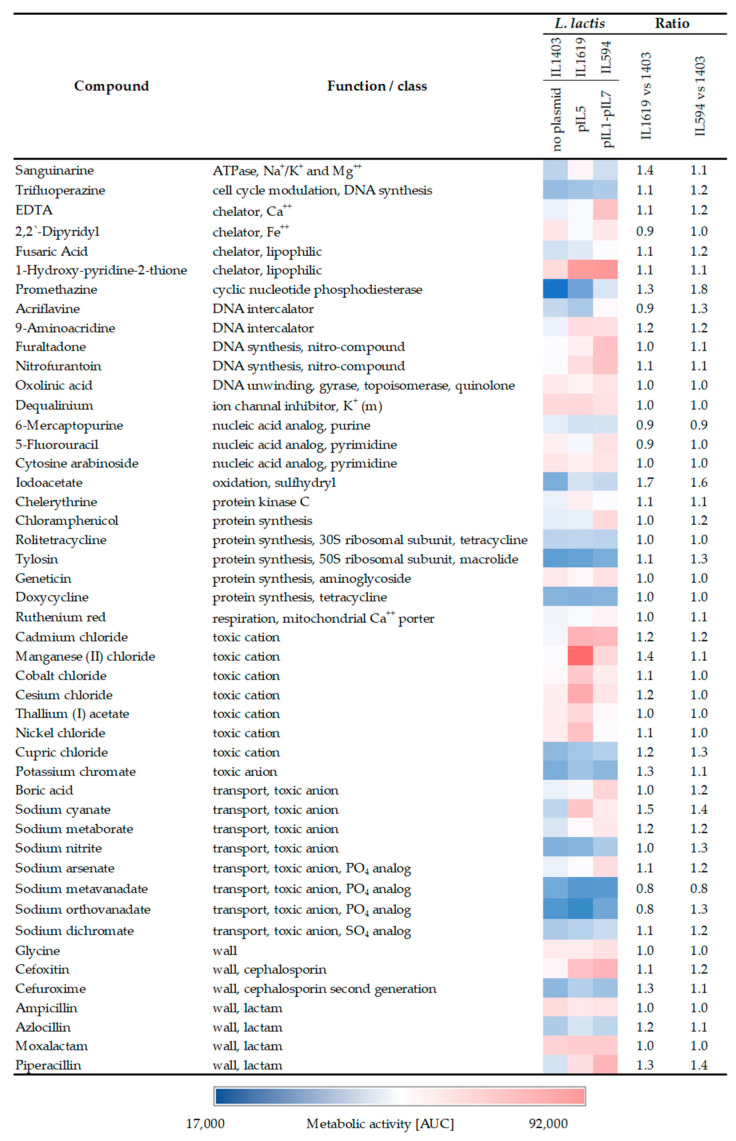
Changes in the tolerance of various compounds between *L. lactis* IL594, IL1619, and plasmid-free IL1403. The colors from blue to red show the average values of the areas under the curve (AUC) of metabolic activity recorded at four different concentrations of the compounds. The recorded metabolic activity ranged from 17,000 OAU to 92,000 OAU (Omnilog Arbitrary Units), with the lowest values indicating no metabolic activity of the strain. Ratios were calculated as the quotient of the metabolic activity of plasmid-positive and plasmid-free *L. lactis* strains.

**Figure 3:**
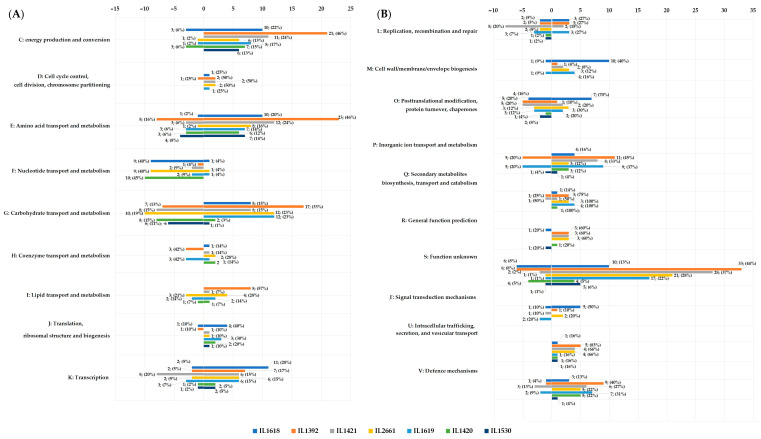
Changes identified in chromosomal gene expression profiles in *L. lactis* strains with single plasmids within the COG category. Negative numbers at the top of the graph refer to the number of chromosomal genes repressed in the presence of plasmids in a given strain; positive numbers refer to the number of identified genes with increased expression in the presence of plasmid genes in a given strain. Percentages refer to the proportion of genes identified in the analyzed strains to the total number of unique genes with altered expression profiles from the distinguished COG category. (**A**) Genes from C-K COG functional categories; (**B**) genes from L–V COG functional categories.

**Table 1:** Numbers of differentially expressed genes in plasmid harboring *L. lactis* strains.

*L. lactis* Strain	IL1618	IL1421	IL2661	IL1619	IL1420	IL1530	IL1392	IL594
Plasmid (s)	pIL1	pIL3	pIL4	pIL5	pIL6	pIL7	pIL1, pIL2, pIL3, pIL5	pIL1–pIL7
Upregulated genes	90	98	89	88	37	25	148	21
Downregulated genes	30	33	30	28	31	17	41	23
Total genes affected	120	131	119	116	68	42	189	44
% of chromosomal genes	5%	6%	5%	5%	3%	2%	9%	2%

**Table 2:** Strains used in this study.

*L. lactis* Strain	Genotypic Characteristics	Source
IL594	wild-type strain carrying seven plasmids: pIL1–pIL7	INRA
IL1618	carrying pIL1 plasmid	INRA
IL1392	carrying four plasmids: pIL1, pIL2, pIL3, pIL5	INRA
IL1421	carrying pIL3 plasmid	INRA
IL2661	carrying pIL4 plasmid	INRA
IL1619	carrying pIL5 plasmid	INRA
IL1420	carrying pIL6 plasmid	INRA
IL1530	carrying pIL7 plasmid	INRA
IL1403	plasmid-free strain, derivative of IL594	INRA

INRA—strains collection of National Institute of Agricultural Research, France.

## Data Availability

The complete transcriptome analysis data were deposited in the Gene Expression Omni-bus (https://www.ncbi.nlm.nih.gov/geo/) under accession no: GSE229414).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24129877/s1.

## References

[1] Wels M., Siezen R., Van Hijum S., Kelly W.J., Bachmann H. (2019). Comparative genome analysis of *Lactococcus lactis* indicates niche adaptation and resolves genotype/phenotype disparity. Front. Microbiol..

[2] Tavares L.M., de Jesus L.C.L., da Silva T.F., Barroso F.A.L., Batista V.L., Coelho-Rocha N.D., Azevedo V., Drumond M.M., Mancha-Agresti P. (2020). Novel strategies for efficient production and delivery of live biotherapeutics and biotechnological uses of *Lactococcus lactis*: The Lactic Acid Bacterium model. Front. Bioeng. Biotechnol..

[3] De Castro C.P., Drumond M.M., Batista V.L., Nunes A., Mancha-Agresti P., Azevedo V.A.C. (2018). Vector development timeline for mucosal vaccination and treatment of disease using *Lactococcus lactis* and design approaches of next generation food grade plasmids. Front. Microbiol..

[4] Batista V.L., da Silva T.F., de Jesus L.C.L., Tapia-Costa A.P., Drumond M.M., Azevedo V., Mancha-Agresti P. (2021). Lactic Acid Bacteria as delivery vehicle for therapeutics applications. Methods Mol. Biol..

[5] Ainsworth S., Stockdale S., Bottacini F., Mahony J., van Sinderen D. (2014). The *Lactococcus lactis* plasmidome: Much learnt, yet still lots to discover. FEMS Microbiol. Rev..

[6] Van Mastrigt O., Di Stefano E., Hartono S., Abee T., Smid E.J. (2018). Large plasmidome of dairy *Lactococcus lactis* subsp. *lactis* biovar diacetylactis FM03P encodes technological functions and appears highly unstable. BMC Genom..

[7] Górecki R.K., Koryszewska-Bagińska A., Gołębiewski M., Żylińska J., Grynberg M., Bardowski J.K. (2011). Adaptative potential of the *Lactococcus lactis* IL594 strain encoded in its 7 plasmids. PLoS ONE.

[8] Kobayashi M., Nomura M., Fujita Y., Okamoto T., Ohmomo S. (2002). Influence of lactococcal plasmid on the specific growth rate of host cells. Lett. Appl. Microbiol..

[9] Bolotin A., Wincker P., Mauger S., Jaillon O., Malarme K., Weissenbach J., Ehrlich S.D., Sorokin A. (2001). The complete genome sequence of the lactic acid bacterium *Lactococcus lactis* ssp. *lactis* IL1403. Genome Res..

[10] Johansen E. (2003). Challenges when transferring technology from *Lactococcus* laboratory strains to industrial strains. Genet. Mol. Res..

[11] Kosiorek K., Koryszewska-Bagińska A., Skoneczny M., Stasiak-Różańska L., Aleksandrzak-Piekarczyk T. (2023). The presence of plasmids in *Lactococcus lactis* IL594 determines changes in the host phenotype and expression of chromosomal genes. Int. J. Mol. Sci..

[12] Chopin A., Chopin M.C., Moillo-Batt A., Langella P. (1984). Two plasmid-determined restriction and modification systems in *Streptococcus lactis*. Plasmid.

[13] Barrière C., Veiga-da-Cunha M., Pons N., Guédon E., van Hijum S.A.F.T., Kok J., Kuipers O.P., Ehrlich D.S., Renault P. (2005). Fructose Utilization in *Lactococcus lactis* as a model for low-GC Gram-positive bacteria: Its regulator, signal, and DNA-binding Site. J. Bacteriol..

[14] Tymoszewska A., Diep D.B., Wirtek P., Aleksandrzak-Piekarczyk T. (2017). The non-lantibiotic bacteriocin Garvicin Q targets Man-PTS in a broad spectrum of sensitive bacterial genera. Sci. Rep..

[15] Castro R., Neves A.R., Fonseca L.L., Pool W.A., Kok J., Kuipers O.P., Santos H. (2009). Characterization of the individual glucose uptake systems of *Lactococcus lactis*: Mannose-PTS, cellobiose-PTS and the novel GlcU permease. Mol. Microbiol..

[16] Aleksandrzak-Piekarczyk T., Szatraj K., Kosiorek K. (2019). GlaR (YugA)-a novel RpiR-family transcription activator of the Leloir pathway of galactose utilization in *Lactococcus lactis* IL1403. Microbiologyopen.

[17] Siezen R.J., Starrenburg M.J.C., Boekhorst J., Renckens B., Molenaar D., van Hylckama Vlieg J.E.T. (2008). Genome-scale genotype-phenotype matching of two *Lactococcus lactis* isolates from plants identifies mechanisms of adaptation to the plant niche. Appl. Environ. Microbiol..

[18] Christen S., Srinivas A., Bähler P., Zeller A., Pridmore R., Bieniossek C., Baumann U., Erni B. (2006). Regulation of Dha operon of *Lactococcus lactis* A deviation from the rule followed by the TetR family of transcription regulators. J. Biol. Chem..

[19] Stasiak-Różańska L., Kupiec M. (2018). Industrial applications of wild and genetically-modified strains of acetic acid bacteria. Postępy Mikrobiol.-Adv. Microbiol..

[20] Crupper S.S., Worrell V., Stewart G.C., Iandolo J.J. (1999). Cloning and expression of *cadD*, a new cadmium resistance gene of *Staphylococcus aureus*. J. Bacteriol..

[21] Monachese M., Burton J.P., Reid G. (2012). Bioremediation and tolerance of humans to heavy metals through microbial processes: A potential role for probiotics?. Appl. Environ. Microbiol..

[22] Pajarillo E.A.B., Lee E., Kang D.-K. (2021). Trace metals and animal health: Interplay of the gut microbiota with iron, manganese, zinc, and copper. Anim. Nutr..

[23] Nelson N. (1999). Metal ion transporters and homeostasis. EMBO J..

[24] Nawaz M., Wang J., Zhou A., Ma C., Wu X., Moore J.E., Millar B.C., Xu J. (2011). Characterization and transfer of antibiotic resistance in lactic acid bacteria from fermented food products. Curr. Microbiol..

[25] Alvarez Y., Ponce-Alquicira E. (2018). Antibiotic resistance in Lactic Acid Bacteria. Antimicrobial Resistance-a Global Threat.

[26] Gad G.F.M., Abdel-Hamid A.M., Farag Z.S.H. (2014). Antibiotic resistance in lactic acid bacteria isolated from some pharmaceutical and dairy products. Braz. J. Microbiol..

[27] Lubelski J., Mazurkiewicz P., van Merkerk R., Konings W.N., Driessen A.J.M. (2004). *ydaG* and *ydbA* of *Lactococcus lactis* encode a heterodimeric ATP-binding cassette-type multidrug transporter. J. Biol. Chem..

[28] Poelarends G.J., Mazurkiewicz P., Konings W.N. (2002). Multidrug transporters and antibiotic resistance in *Lactococcus lactis*. Biochim. Biophys. Acta.

[29] Kramer N.E., van Hijum S.A.F.T., Knol J., Kok J., Kuipers O.P. (2006). Transcriptome analysis reveals mechanisms by which *Lactococcus lactis* acquires nisin resistance. Antimicrob. Agents Chemother..

[30] Giaouris E., Briandet R., Meyrand M., Courtin P., Chapot-Chartier M.-P. (2008). Variations in the degree of alanylation of teichoic acids in *Lactococcus lactis* alter resistance to cationic antimicrobials but have no effect on bacterial surface hydrophobicity and charge. Appl. Environ. Microbiol..

[31] McBride S.M., Sonenshein A.L. (2011). The *dlt* operon confers resistance to cationic antimicrobial peptides in *Clostridium difficile*. Microbiology.

[32] Campelo A.B., López-González M.J., Escobedo S., Janzen T., Neves A.R., Rodríguez A., Martínez B. (2020). Mutations selected after exposure to bacteriocin Lcn972 activate a bce-like bacitracin resistance module in *Lactococcus lactis*. Front. Microbiol..

[33] Tymoszewska A., Ovchinnikov K.V., Diep D.B., Słodownik M., Maron E., Martínez B., Aleksandrzak-Piekarczyk T. (2021). *Lactococcus lactis* resistance to Aureocin A53- and enterocin L50-like bacteriocins and membrane-targeting peptide antibiotics relies on the YsaCB-KinG-LlrG four-component system. Antimicrob. Agents Chemother..

[34] Van Domselaar G.H., Stothard P., Shrivastava S., Cruz J.A., Guo A., Dong X., Lu P., Szafron D., Greiner R., Wishart D.S. (2005). BASys: A web server for automated bacterial genome annotation. Nucleic Acids Res..

# Supplementary material for: Control of Bacterial Phenotype and Chromosomal Gene Expression by Single Plasmids of Lactococcus lactis IL594
**Source:** Int J Mol Sci. 2023 Jun 8;24(12):9877. doi: 10.3390/ijms24129877
**Supplement:** Supplementary file 1

Control of bacterial phenotype and chromosomal gene expression by single plasmids of *Lactococcus lactis* IL594

Katarzyna Kosiorek¹, Anna Koryszewska-Bagińska², Marek Skoneczny¹, and Tamara Aleksandrak-Piekarczyk^{1,*}

Supplementary Materials

Table S1. Differentially expressed genes within plasmid-containing *L. lactis* strains and plasmid-free derivative IL1403. A gene was identified as differentially expressed between compared *L. lactis* strains if the level of its transcript differed by |Log2Ratio|≥1.5 with the statistical significance, *p*<0.05. Differentially expressed genes were grouped based on putative functions of the encoded proteins into COG categories. In comparative transcriptomic analysis, a range of 42 to 189 changes in chromosomal genes expression caused by single-plasmid presence were detected, representing from 2% to 9% of all annotated chromosomal genes in the *L. lactis* IL1403 genome. The total number of identified unique genes reached 435.

Gene	NCBI	COG	Gene upregulation or downregulation								Protein function
	GeneID		<i>L. lactis</i> strain								
			IL1618	IL1421	IL2661	IL1619	IL1420	IL1530	IL1392	IL594	
	Plasmid / plasmids		pIL1	pIL3	pIL4	pIL5	pIL6	pIL7	pIL1<br>pIL2<br>pIL3<br>pIL5	pIL1-<br>pIL7	
Energy production and conversion											
<i>adhE</i>	WP_129881180.1	C			3.2		1.7	2.1	2.2		bifunctional acetaldehyde-CoA
<i>agl</i>	CP009472.1	C							4.8		alpha-glucosidase
<i>citB</i>	AY268077.1	C		1.8		2.0		2.3	2.5		acetate-SH-citrate lyase
<i>citC</i>	AY268077.1	C							2.3		acetate-SH-citrate lyase

<i>citD</i>	AY268077.1	C				3.0		citrate lyase subunit gamma
<i>gltA</i>	NC_002662.1	C		2.1	1.6			citrate synthase
<i>gltP</i>	NC_009004.1	C	1.8	1.5	3.0	2.1		glutamate ABC transporter permease
<i>gltQ</i>	NC_002662.1	C			2.9	1.8	1.9	glutamate ABC transporter ATP-binding protein
<i>gltS</i>	NC_017486.1	C	1.9	2.3	3.2	3.0		glutamate or arginine ABC transporter substrate binding protein
<i>ipd</i>	NC_017486.1	C		1.6				indole-3-pyruvate decarboxylase
<i>maa</i>	NC_020450.1	C				4.6		maltose O-acetyltransferase
<i>mleP</i>	NC_020450.1	C	3.0			3.2		malate transporter
<i>mleS</i>	AAK04998.1	C	3.0			2.9		malate dehydrogenase
<i>msmK</i>	NC_017486.1	C					-2.6	multiple sugar ABC transporter ATP-binding protein
<i>pdhB</i>	NC_020450.1	C				2.1		PDH E1 component subunit beta
<i>pydA</i>	NC_002662.1	C		1.8				dihydroorotate dehydrogenase 1A
<i>pyrZ</i>	AAK05445.1	C		-2.0		-2.4		dihydroorotate dehydrogenase electron transfer subunit
<i>trxA</i>	NZ_CP059048.1	C	2.6					thioredoxin
<i>trxB1</i>	NZ_CP059048.1	C	1.8					thioredoxin reductase
<i>tyrS</i>	WP_058204081.1	C	-1.7		-2.5			tyrosyl-tRNA synthetase
<i>ybiE</i>	GFO78088.1	C	1.9			3.3		oxidoreductase
<i>yddB</i>	AAK04431.1	C				2.0		oxidoreductase
<i>yfdE</i>	NP_389061.1	C	-1.8					hypothetical protein similar to myo-inositol monophosphatases
<i>yfhC</i>	AAK04676.1	C	2.6	1.5	3.7			hypothetical protein
<i>ygaJ</i>	NP_388758.2	C	2.0					putative peptidase
<i>yiaD</i>	AAK04894.1	C	3.4	1.9		2.1		NADH-flavin reductase
<i>yjcA</i>	YP_026228.1	C	1.7					ABC transporter ATP-binding protein
<i>yjgC</i>	NP_389098.1	C					-1.5	amino acid ABC transporter substrate binding protein
<i>ylbA</i>	NP_459521.1	C	1.6					ABC transporter ATP-binding protein
<i>ymgG</i>	NZ_CM001513.1	C	1.7					hypothetical protein

<i>ymgH</i>	NZ_CM001513.1	C	1.6		1.5		hypothetical protein	
<i>ymgK</i>	YP_009518766.1	C	1.5		2.4		oxidoreductase	
<i>yobA</i>	NP_416355.1	C	1.9		1.7		hypothetical protein	
<i>yogA</i>	NP_389725.1	C			-1.7		hypothetical protein	
<i>yphC</i>	NP_417040.2	C			-3.9		oxidoreductase	
<i>yqcA</i>	NP_417270.1	C			1.7		oxidoreductase	
<i>yrjA</i>	NZ_CP059048.1	C	-1.5				hypothetical protein	
<i>yrjB</i>	AAK05831.1	C	1.6	1.5	2.0	1.9	oxidoreductase	
<i>yrjC</i>	NZ_CP059048.1	C			1.7		iron-binding oxidase subunit	
<i>yugB</i>	NP_268143.1	C			2.3		oxidoreductase	
<i>ywdA</i>	NP_268313.1	C			1.8		hypothetical protein	
<i>ywdC</i>	NP_268315.1	C	1.7		1.7		hypothetical protein	
<i>ywiD</i>	AAK06296.1	C	2.9				hypothetical protein	
<i>ywiH</i>	AAK06302.1	C	2.8	2.2	1.6	3.3	ABC transporter permease	
<i>ywjF</i>	NP_268372.1	C	1.6				3-hydroxyisobutyrate dehydrogenase	
Cell cycle control, cell division, chromosome partitioning								
<i>ezrA</i>	NC_022369.1	D	2.4		1.8		septation ring formation regulator EzrA	
<i>scpA</i>	NP_267433.1	D			-1.6		segregation and condensation protein A	
<i>yihA</i>	NP_267005.1	D	1.8	1.8	1.8		hypothetical protein	
<i>yihB</i>	NP_267006.1	D	1.7	1.6	1.5		hypothetical protein	
Amino acid transport and metabolism								
<i>arcA</i>	WP_004254504.1	E	1.8		3.0	2.8	2.5	arginine deiminase
<i>arcB</i>	AJ001103.1	E	1.7		2.8	2.2	2.3	ornithine carbamoyltransferase
<i>arcC1</i>	AAK06131.1	E			2.7			carbamate kinase
<i>arcC2</i>	AAK06131.1	E	2.6	1.7	2.6			carbamate kinase
<i>arcD1</i>	U81991.1	E	1.8		3.2	1.9	2.1	arginine/ornitine antiporter
<i>argF</i>	NC_022369.1	E	1.7		1.7			ornithine carbamoyltransferase

<i>aroH</i>	NC_000913.3	E			-2.0				phospho-2-dehydro-3-deoxyheptonate aldolase
<i>asd</i>	NC_000913.3	E					2.3		aspartate-semialdehyde dehydrogenase
<i>bmpA</i>	AE005176.1	E					-2.2		basic membrane protein A
<i>ceo</i>	U23376.1	E			1.7				N5-carboxyethyl-ornithine synthase
<i>cysD</i>	AAK04171.1	E					-2.2		O-acetylhomoserine sulfhydrylase
<i>cysK</i>	QOK50869.1	E		-2.5	-2.6	-1.6	-2.7		cysteine synthase serine family
<i>cysM</i>	NC_049805.1	E		-3.0	-2.9	-1.7	-2.4		cysteine synthase
<i>glnB</i>	AAK05689.1	E				2.1			nitrogen regulatory protein P-II
<i>glnQ</i>	SPS12229.1	E						-1.9	glutamine ABC transporter ATP-binding protein
<i>hisA</i>	NC_022369.1	E				1.5			1-(5-phosphoribosyl)-5-[(5-phosphoribosylamino)methylideneamino] imidazole-4-carboxamide isomerase
<i>ilvD</i>	SPS12837.1	E					2.2		dihydroxy-acid dehydratase
<i>leuC</i>	NC_022369.1	E				1.5			isopropylmalate isomerase large subunit dehydratase component
<i>lysP</i>	NC_020450.1	E		2.0			2.3		lysine specific permease
<i>mapA</i>	NC_002662.1	E	2.8				5.2		maltose phosphorylase
<i>metB1</i>	NC_017486.1	E	-1.5						cystathionine gamma-synthase
<i>metB2</i>	NC_020450.1	E		-2.8	-1.6	-2.4	-1.6	-3.2	cystathionine gamma-synthase
<i>oppA</i>	QQF01346.1	E		1.8			2.4		oligopeptide ABC transporter substrate binding protein
<i>oppB</i>	QQF01347.1	E		3.2	7.6		3.8	6.4	oligopeptide ABC transporter permease
<i>oppC</i>	QQF01348.1	E			7.9	2.0	2.0	6.3	oligopeptide ABC transporter permease
<i>oppD</i>	QQF01345.1	E			5.9			5.0	oligopeptide ABC transporter ATP binding protein
<i>oppF</i>	QQE99754.1	E		1.5	6.9		1.8	5.7	oligopeptide ABC transporter ATP binding protein
<i>optS</i>	NC_002662.1	E		1.8		2.3	1.5	2.2	oligopeptide ABC transporter substrate binding protein
<i>pepDB</i>	NC_002662.1	E	1.7						dipeptidase
<i>pepF</i>	CAA83534.1	E					2.0	1.6	oligoendopeptidase F
<i>potA</i>	NC_000913.3	E					-1.8		spermidine/putrescine ABC transporter ATP-binding protein

<i>poxL</i>	NC_009004.1	E	2.8	1.7	1.8	2.7	2.3	pyruvate oxidase	
<i>serB</i>	NP_266761.1	E			1.6			phosphoserine phosphatase	
<i>ybeC</i>	NP_266300.1	E	1.9				1.6	hypothetical protein	
<i>yceJ</i>	NP_266406.1	E				1.6		hypothetical protein	
<i>ycjI</i>	WP_226319220.1	E					-1.9	hypothetical protein	
<i>yddA</i>	NP_266488.1	E		2.4	2.6		3.0	transporter transport and binding protein	
<i>ydgC</i>	NP_266512.1	E					1.8	amino acid permease	
<i>yibG</i>	AAK04907.1	E				-1.6		amino acid permease transport and binding protein	
<i>ylcC</i>	NP_267269.1	E	2.0					hypothetical protein	
<i>ylcF</i>	NP_267272.1	E		2.0			1.6	hypothetical protein	
<i>yneH</i>	NP_267469.2	E			2.5			hypothetical protein	
<i>yrfB</i>	NP_267851.1	E					1.8	NADH-dependent oxidoreductase	
<i>yrfD</i>	AAK05797.1	E					1.8	amino acid antiporter	
<i>ysaB</i>	NP_267905.1	E	3.7			3.0	2.2	ABC transporter permease and substrate binding protein	
<i>ysaC</i>	NP_267906.1	E	3.0			2.8	2.1	ABC transporter ATP-binding protein	
<i>ysaD</i>	NP_267907.1	E	2.8			2.9	1.6	hypothetical protein	
<i>yshA</i>	AAK05907.1	E				-2.1	-1.6	glutamate antiporter	
<i>ysjA</i>	NP_267979.1	E					-2.2	-1.6	amino acid permease transport and binding protein
Nucleotide transport and metabolism									
<i>apt</i>	AE005176.1	F	-2.5						adenine phosphoribosyltransferase
<i>carA</i>	NC_022369.1	F			-2.3		-1.7		carbamoyl phosphate synthase small subunit
<i>carB</i>	AJ000109.1	F			-1.9		-2.3		carbamoyl phosphate synthase large subunit
<i>coaA</i>	AB863013.1	F			1.6		-3.2		pantothenate kinase
<i>dukA</i>	GEB08937.1	F		-1.7	-1.8		-2.2		deoxynucleoside kinase nucleotide and nucleoside interconversions
<i>gmk</i>	NC_022369.1	F	-2.0						guanylate kinase
<i>nrdE</i>	NZ_CP094882.1	F	-2.1				-1.5		ribonucleotide-diphosphate reductase subunit alpha
<i>nrdG</i>	NC_020450.1	F	-1.6						anaerobic ribonucleoside-triphosphate reductase

<i>pbuX</i>	NC_000964.3	F	-1.8							xanthine/uracil permease	
<i>purR</i>	NP_268416.1	F	1.9		1.7					<i>pur</i> operon repressor general regulatory function	
<i>pydB</i>	NP_267502.1	F		-2.5	-1.5	-2.4				dihydroorotate transferase	
<i>pyrB</i>	NP_267758.1	F		-2.1						aspartate carbamoyltransferase catalytic subunit	
<i>pyrC</i>	NP_267225.1	F		-2.2		-1.8				dihydroorotase	
<i>pyrE</i>	NP_267224.1	F		-2.7	-2.0	-2.2		-1.9		orotate phosphoribosyltransferase	
<i>pyrF</i>	NP_267501.1	F		-1.9		-1.8				orotidine 5'-phosphate decarboxylase type 1 subfamily	
<i>pyrP</i>	NP_267759.1	F		-2.6		-2.1				uracil permease	
<i>pyrR</i>	SPS10181.1	F				-2.4				bifunctional pyrimidine regulatory protein PyrR	
<i>xpt</i>	AAK05244.1	F	-2.8							xanthine phosphoribosyltransferase	
<i>yfiC</i>	NP_266745.1	F		-1.6						hypothetical protein	
<i>yfiG</i>	NP_266749.1	F	-2.0							thymidine kinase	
<i>ygcC</i>	NP_266791.1	F	-1.7							hypothetical protein	
<i>yriD</i>	NP_267887.1	F	-1.7							xanthine/uracil/vitamin C permease	
Carbohydrate transport and metabolism											
<i>agl</i>	NP_267834.1	G					4.8			alpha-glucosidase degradation of polysaccharides	
<i>amyL</i>	AE005176.1	G			1.7					alpha-amylase	
<i>amyY</i>	AE005176.1	G					5.1			alpha-amylase	
<i>dexA</i>	AE005176.1	G					4.7			oligo—alpha-1,6-glucosidase	
<i>dexC</i>	GFO79576.1	G					5.1			neopullulanase	
<i>dhaL</i>	NC_022369.1	G			1.6			1.9		dihydroxyacetone kinase	
<i>dhaM</i>	NC_022369.1	G			1.5			1.6		dihydroxyacetone kinase	
<i>eno</i>	NC_022369.1	G			2.3		3.9			phosphopyruvate hydratase enolase	
<i>fruA</i>	AAK05057.1	G	2.0		1.8					PTS system fructose-specific transporter subunit IIABC	
<i>fruC</i>	NC_015902.1	G	2.1		1.7	2.2				1-phosphofructokinase	
<i>galE</i>	WP_058218180.1	G		-1.9			-1.9			UDP-glucose 4-epimerase	
<i>galK</i>	NC_002662.1	G		-3.4	-3.7		-3.6	-2.9	-2.4	-3.2	galactokinase

<i>galM</i>	NC_020450.1	G	-3.4	-3.5	-3.7	-2.9	-2.3	-2.9	aldose 1-epimerase
<i>galT</i>	NC_022369.1	G	-3.6	-3.9	-3.3	-3.2	-3.0	-2.6	galactose-1-phosphate uridylyltransferase
<i>galP</i>	WP_004254704.1	G	-3.7	-4.0	-3.0	-3.0	-2.4	-2.5	glycoside-pentoside-hexuronide (GHP): cation symporter
<i>thgA</i>	NP_268138.1	G	-2.9	-3.0	-3.0	-2.4	-2.0	-2.4	thiogalactoside acetyltransferase
<i>lacZ</i>	NC_002662.1	G	-3.1	-3.5	-3.4	-2.8	-2.4	-3.1	beta-D-galactosidase
<i>gapA</i>	NC_020450.1	G	2.6						glyceraldehyde 3-phosphate dehydrogenase
<i>glpF1</i>	NC_009004.1	G	1.7		1.7				glycerol uptake facilitator
<i>glpT</i>	NC_009004.1	G					1.5		glycerol-3-phosphatase transporter
<i>kdgA</i>	NC_002662.1	G	2.1	1.8			2.4		keto-hydroxyglutarate-aldolase
<i>malE</i>	AAK05781.1	G						-5.4	maltose ABC transporter substrate binding protein
<i>malF</i>	AAK05782.1	G						-5.3	maltose ABC transporter permease
<i>malG</i>	AAK05783.1	G						-4.5	maltose ABC transporter permease
<i>malQ</i>	NC_002662.1	G			1.6				4-alpha-glucanotransferase
<i>mtlF</i>	NC_020450.1	G					1.6		PTS system mannitol-specific transporter subunit IIA
<i>nagA</i>	NZ_CP094882.1	G	-1.5						N-acetylglucosamine-6-phosphate deacetylase
<i>ptbA</i>	NP_267616.1	G						-1.6	PTS system beta-glucoside-specific transporter subunit IIABC
<i>rpiA</i>	NP_268390.1	G	2.0		1.7			2.1	ribose-5-phosphate isomerase A
<i>tagH</i>	NP_267071.1	G	1.6	1.6			1.9		teichoic acid ABC transporter ATP binding protein
<i>xylA</i>	NP_267665.1	G			2.0				xylose isomerase
<i>xylH</i>	NP_266730.1	G			-1.6				4-oxalocrotonate tautomerase
<i>xylT</i>	AAK05601.1	G	2.1	2.1			2.4		D-xylose proton-symporter
<i>xynB</i>	NP_267664.1	G					1.6		beta-1,4-xylosidase
<i>xynT</i>	AAK05604.1	G		1.6			2.1		xyloside transporter
<i>ycgC</i>	NP_266420.1	G	1.5						hypothetical protein
<i>yeeB</i>	AAK04528.1	G	2.1						hydrolase
<i>yfbG</i>	NP_266680.1	G		-5.4					hypothetical protein
<i>yhgD</i>	NP_266913.1	G	2.7	2.6			3.2		hypothetical protein

<i>yhgE</i>	AAK04856.1	G	4.1	3.7	2.3	4.0	hypothetical protein		
<i>yoiC</i>	NP_267614.1	G				1.6	hypothetical protein		
<i>ypcA</i>	NP_267645.1	G		2.3		2.4	P-beta-glucosidase		
<i>ypcC</i>	NP_267647.1	G		-1.6			hypothetical protein		
<i>ypcD</i>	NP_267648.1	G		-1.6			endo-beta-N-acetylglucosaminidase		
<i>ypjA</i>	NP_267705.1	G	1.9	1.5	1.7	2.4	dehydrogenase		
<i>yqgE</i>	NP_267779.1	G		1.8			transporter		
<i>yqhA</i>	AAK05727.1	G		-1.7			hypothetical protein aldose-1-epimerase		
<i>yvdD</i>	NP_268205.1	G		1.5			transporter		
<i>yxdE</i>	NP_268407.1	G	1.6				oxidoreductase		
<i>yxdG</i>	NP_268409.1	G	2.6	2.7	2.7	1.9	2.0	3.3	transporter
<i>yxfA</i>	NP_268421.1	G					-1.7	transporter	
Coenzyme transport and metabolism									
<i>apbE</i>	AE005176.1	H				-2.3	thiamine biosynthesis lipoprotein		
<i>hemH</i>	NC_022369.1	H			-1.7		ferrochelatase protoheme ferro-lyase		
<i>nadE</i>	NC_022369.1	H	3.2		1.9		NAD synthetase		
<i>pabA</i>	NC_000913.3	H			-2.2		-2.4	para-aminobenzoate synthase component II folic acid	
<i>pabB</i>	NC_000913.3	H			-2.5		-2.4	-1.7	para-aminobenzoate synthase component I folic acid
<i>preA</i>	NC_013656.1	H	1.5	1.5	1.9		prenyl transferase		
<i>ribG</i>	NP_267149.1	H		1.6	1.9		riboflavin-specific deaminase riboflavin and cobalamin		
Lipid transport and metabolism									
<i>accB</i>	WP_012897457.1	I				2.4	acetyl-CoA carboxylase biotin carboxyl carrier protein subunit		
<i>accC</i>	WP_012897458.1	I				1.7	acetyl-CoA carboxylase biotin carboxylase subunit		
<i>accD</i>	SPS12911.1	I				1.6	acetyl-CoA carboxylase subunit beta		
<i>acpD</i>	CP009472.1	I		-1.9			ACP phosphodiesterase		
<i>butA</i>	NC_020450.1	I		1.5			acetoin reductase fermentation		
<i>fabD</i>	NC_022369.1	I				2.3	ACP S-malonyltransferase		

<i>fabI</i>	NC_022369.1	I		1.7				enoyl-ACP reductase
<i>fabZ</i>	NC_022369.1	I		1.6			2.2	(3R)-hydroxymyristoyl-ACP dehydratase
<i>fadD</i>	AE005176.1	I			-5.9		2.1	long-chain acyl-CoA synthetase
<i>yfbB</i>	NP_461239.3	I		-7.2		-1.8	-2.4	hypothetical protein
<i>ygbB</i>	NP_266781.1	I	1.7	2.2		1.7	1.5	hypothetical protein
<i>yqaG</i>	NP_267722.1	I		-2.7		-1.5		hypothetical protein
<i>yveB</i>	NP_268212.1	I					1.6	hypothetical protein
<i>yveH</i>	NP_268218.1	I		4.0			1.6	hypothetical protein
**Translation, ribosomal structure and biogenesis**								
<i>aldR</i>	JXKB01000001.1	J	1.5					AldR regulatory protein
<i>rluC</i>	NP_267508.1	J					1.7	pseudouridine synthase
<i>truB</i>	NP_267282.1	J					-1.6	tRNA pseudouridine synthase B
<i>yabC</i>	NP_266164.1	J	1.8					hypothetical protein
<i>ybiD</i>	NP_266335.1	J			1.5			ribosomal RNA large subunit methyltransferase
<i>ygdA</i>	NP_266799.1	J		1.6	1.9		1.7	hypothetical protein
<i>ynjI</i>	AAK05309.1	J	1.9			1.7	1.6	hypothetical protein
<i>ynjJ</i>	NP_267518.1	J	2.3			1.6		hypothetical protein
<i>ywfF</i>	NP_268336.1	J	-1.7					hypothetical protein
<i>ywfG</i>	NP_268337.1	J	2.4		2.5			hypothetical protein
**Transcription**								
<i>adaA</i>	WP_129881369.1	K					1.9	methylphosphotriester-DNA alkyltransferase
<i>cspD</i>	AE005176.1	K		-6.1				cold shock protein D
<i>cspE</i>	Y17217.1	K		1.6				cold shock protein E
<i>dhaK</i>	NP_266402.2	K			2.0		2.3 1.9	<i>dhaKLM</i> operon coactivator, dihydroxyacetone utilization pathway
<i>fur</i>	NC_002662.1	K	2.2					ferric uptake regulator
<i>gadR</i>	NZ_CP017194.1	K		-2.2		-1.9		positive regulator
<i>hrcA</i>	NC_022369.1	K	1.6					heat-inducible transcription repressor

<i>fruR</i>	NC_017478.1	K						1.6	DeoR family transcription regulator of fructose utilization pathway
<i>nadR</i>	NC_020450.1	K	2.1					1.7	NadR family transcription regulator, NAD cellular biosynthesis pathway
<i>phoU</i>	NC_022369.1	K	2.1						phosphate transport system regulator
<i>rcfB</i>	NP_268391.1	K						1.8	CRP/FNR family transcription regulator involved in pH homeostasis
<i>rliA</i>	NP_267832.1	K	2.8	1.6				1.9	transcriptional regulator LacI-family regulators, putative regulatory function
<i>rliDB</i>	NP_268306.1	K		3.0	2.3	3.2	2.1	3.3	transcriptional regulator LacI-family regulators, putative regulatory function
<i>rlrA</i>	NP_267392.1	K						-1.6	LysR-family transcription regulator, putative regulatory function
<i>rmaA</i>	NP_266898.1	K		-1.6				-1.6	MarR family transcriptional regulator of fatty acid biosynthesis pathway
<i>rmaG</i>	NP_266926.1	K		-2.1					MarR family transcriptional regulator of fatty acid biosynthesis pathway
<i>rmaJ</i>	NP_266747.1	K	-1.6						MarR-family transcriptional regulator of hyaluronan biosynthesis pathway
<i>rpoD</i>	NP_266709.1	K	1.8						RNA polymerase sigma factor RpoD
<i>sigX</i>	NP_268323.1	K						1.6	RNA polymerase ECF sigma factor
<i>tagR</i>	NP_267067.1	K						1.9	transcriptional regulator similar to EpsR, possibly involved in exopolysaccharides biosynthesis
<i>ybaI</i>	NP_266263.1	K	-1.8						glycosyl transferase glycosyltransferase family 2
<i>ybeF</i>	NP_266307.1	K		1.7	2.0	1.9		2.3	hypothetical protein
<i>yfeA</i>	NP_266710.1	K		1.6		2.1			RpiR family of transcription regulator, putative regulatory function
<i>ygfC</i>	NP_266817.1	K		-2.9				-4.8	TetR/AcrR family transcription regulator of heme homeostasis processes
<i>yjaB</i>	NP_267035.1	K	2.5						transcriptional regulator, LytR family, putative regulatory function

<i>yjaJ</i>	AAK04985.1	K	1.6			transcriptional regulator, LytR family, putative regulatory function	
<i>ykhD</i>	NP_267216.1	K		1.8		redox-sensing transcriptional repressor Rex	
<i>yliA</i>	NP_267323.1	K	2.0			positive transcription regulator	
<i>ynaA</i>	NP_267426.1	K	2.2			transcriptional regulator, heat and DNA damage induction	
<i>ynaB</i>	AAK05369.1	K	2.2		1.5	transcriptional regulator, putative regulatory function	
<i>ynaE</i>	NP_267430.2	K		1.6		hypothetical protein, putative regulatory function	
<i>yogM</i>	NP_267604.1	K	1.6	1.6		hypothetical protein	
<i>yohC</i>	AAK05547.1	K			1.6	TetR/AcrR family transcription regulator, putative regulatory function	
<i>yqfA</i>	NP_266815.1	K		-1.7		hypothetical protein	
<i>yrfA</i>	NP_267850.1	K	1.5			ArsR family transcription regulator, putative regulatory function	
<i>yrfE</i>	NP_267858.1	K		-1.6		LytR family transcriptional regulator , putative regulatory function	
<i>glaR</i>	NP_268142.1	K		-1.8	-1.7	RpiR family transcription regulator of galactose utilization Leloir pathway	
<i>ywjD</i>	NP_268370.1	K		-1.7	-1.7	-1.8	PBSX(XRE) family transcription regulator, putative regulatory function
<i>yxbF</i>	NP_268394.1	K		-2.2	2.4		hypothetical protein
Replication, recombination and repair							
<i>comEA</i>	NC_002662.1	L	1.6				hypothetical protein competence protein
<i>dinG</i>	NC_022369.1	L			-1.5		DinG ATP-dependent helicase
<i>dinP</i>	NC_000962.3	L				1.7	DNA polymerase IV
<i>hslB</i>	NC_002662.1	L	2.5			2.3	HU-like DNA-binding protein
<i>recJ</i>	SPS10369.1	L	-1.6				ssDNA-specific exonuclease RecJ
<i>recX</i>	NP_268339.1	L	1.7				recombination regulator RecX
<i>ssbA</i>	NP_266548.1	L			3.1	1.6	single-stranded DNA-binding protein
<i>xerD</i>	NP_266801.1	L	1.5				integrase-recombinase

Posttranslational modification, protein turnover, chaperones										
<i>clpE</i>	AF023421.1	O	2.4						ATP-dependent protease	
<i>gpo</i>	NC_020450.1	O	1.8						glutathione peroxidase thioredoxin, glutaredoxin, and glutathione	
<i>groES</i>	NC_022369.1	O	2.8						co-chaperonin GroES 10 kDa chaperonin	
<i>osmC</i>	PLW60135.1	O	2.5						osmotically inducible protein	
<i>pmsX</i>	NC_020450.1	O	2.0						peptide methionine sulfoxide reductase t	
<i>sugE</i>	NP_266278.1	O		1.8	2.3	2.2			SugE protein chaperones	
<i>ybjA</i>	NP_266345.1	O	1.9						methionine sulfoxide reductase B	
<i>yfcF</i>	NP_266694.1	O		2.0	1.5	2.0	1.9		hypothetical protein	
<i>ynhC</i>	NP_267492.1	O	1.5						hypothetical protein	
<i>ynhD</i>	NP_267493.1	O			1.7				hypothetical protein	
Inorganic ion transport and metabolism										
<i>amtB</i>	AAK05690.1	P				-1.7	1.9	-1.7	-2.2	ammonium transporter
<i>busAB</i>	AF393650.1	P				1.8				betaine ABC transporter permease and substrate binding protein
<i>cadA</i>	U78967.1	P	2.3			3.7		2.4		cadmium efflux ATPase transort and binding protein
<i>cbiO</i>	AE005176.1	P				2.3		3.9		cobalt transporter ATP-binding subunit
<i>feoA</i>	NC_022369.1	P						1.5		ferrous ion transport protein A
<i>mtsA</i>	AAK05414.1	P				-3.2		-3.7	-3.6	manganese ABC importer
<i>mtsB</i>	AAK05416.1	P				-2.0		-2.7		manganese ABC importer
<i>mtsC</i>	AAK05415.1	P				-2.0		-2.6	-3.8	manganese ABC importer permease
<i>pacL</i>	AAK04776.1	P				2.3		2.4		magnesium-transporting ATPase
<i>pstF</i>	NC_022369.1	P	1.5							phosphate ABC transporter substrate-binding protein
<i>yafB</i>	AAK04148.1	P		2.1	1.6	2.7		2.6		sulfate permease, MFS superfamily
<i>ybcC</i>	NP_266275.1	P		1.8		1.7		1.7		MATE family efflux transporter
<i>yceA</i>	NP_266398.1	P		1.6				1.6		hypothetical protein
<i>ydiF</i>	NP_266539.1	P				1.7				Na ⁺ /H ⁺ antiporter transort and binding protein, cations
<i>ygfE</i>	AAK04761.1	P			1.8	-5.7	-1.9	-2.7	2.0	magnesium importer and exporter

<i>yjdJ</i>	NP_266539.1	P	1.7	2.1	1.8	potassium channel protein transort and binding protein, cations	
<i>ymgF</i>	NP_267394.1	P	1.9	1.6		hypothetical protein	
<i>ynjC</i>	NP_267510.1	P			1.6	hypothetical protein	
<i>ynjE</i>	NP_267512.1	P	1.9	1.5	1.6	hypothetical protein	
<i>ynjF</i>	NP_267513.1	P			1.6	hypothetical protein	
<i>yphB</i>	NP_267639.1	P	1.8	2.0	2.1	magnesium transporter transport and binding protein	
<i>ytgB</i>	NP_268049.1	P	2.3	2.0		cesium ABC transporter substrate binding protein	
<i>yuhE</i>	AAK06092.1	P	2.5	1.5	1.8	copper homeostasis protein	
<i>yvfA</i>	NP_268222.1	P	1.5			metal ABC transporter substrate binding protein	
Secondary metabolites biosynthesis, transport and catabolism							
<i>aldC</i>	NC_000962.3	Q		2.0		alpha-acetolactate decarboxylase fermentation	
<i>dltA</i>	WP_058205708.1	Q	3.0	2.1		D-alanine-poly(phosphoribitol) ligase subunit 1	
<i>dltC</i>	QQE99144.1	Q	-1.9	2.2	-1.8	-2.2	D-alanine-poly(phosphoribitol) ligase subunit 2
<i>fabG2</i>	AE005176.1	Q	2.1	1.9	2.1	1.6	3-oxoacyl-ACP reductase
<i>yoaI</i>	NP_267527.1	Q		1.6			hypothetical protein
<i>yrbC</i>	NP_267819.1	Q			1.8		1,4-dihydroxy-2-naphthoate octaprenyltransferase
<i>yrbE</i>	NP_267821.1	Q		1.6	2.0		hypothetical protein
General function prediction							
<i>comEC</i>	AAK05870.1	R	1.9	1.9	2.4		hypothetical protein competence protein
<i>yhhD</i>	AAK04860.1	R	2.0	1.7	1.5	2.6	hypothetical protein
<i>ysbA</i>	AAK05851.1	R	1.6			1.6	hypothetical protein
<i>ysbD</i>	NP_267914.1	R	-2.2		-1.8		hypothetical protein
<i>ythC</i>	AAK06004.1	R		2.4			hypothetical protein
Function unknown							
<i>L20006</i><br><i>5</i>	YP_005869326.1	S			2.3	1.7	hypothetical protein
<i>yafJ</i>	NP_266211.1	S	1.6		2.0		hypothetical protein
<i>yaiB</i>	NP_266234.1	S	1.7	1.7	2.0		hypothetical protein

<i>yaiH</i>	NP_266241.1	S		1.7	1.6	1.7	hypothetical protein
<i>yaiI</i>	NP_266239.1	S	2.4	2.0		2.4	hypothetical protein
<i>yaiJ</i>	BAL52160.1	S	2.6	2.2	1.8	3.2	hypothetical protein
<i>ybeH</i>	NP_266301.1	S			2.3	1.9	hypothetical protein
<i>ybfC</i>	NP_266313.1	S		2.0			hypothetical protein
<i>ybgA</i>	NP_266314.1	S	1.6	1.8			hypothetical protein
<i>ycdA</i>	NP_266387.1	S		1.6			hypothetical protein
<i>yciF</i>	NP_266444.1	S	1.5				hypothetical protein
<i>yciG</i>	NP_266445.1	S	1.8		2.1	2.3	hypothetical protein
<i>ydbD</i>	AAK04412.1	S				1.5	hypothetical protein
<i>yeiD</i>	NP_266641.1	S	2.2		-2.3		hypothetical protein
<i>yfbK</i>	NP_266684.1	S		-3.5	-2.1		hypothetical protein
<i>yfiH</i>	AAK04692.1	S	-1.8				hypothetical protein
<i>yfiI</i>	AAK04694.1	S	-2.0				hypothetical protein
<i>ygaD</i>	AAK04713.1	S	-1.8				hypothetical protein
<i>ygeB</i>	NP_266810.1	S			-1.6	-2.1	hypothetical protein
<i>ygeC</i>	NP_266811.1	S	-2.1				hypothetical protein
<i>yghB</i>	NP_266830.1	S				1.5	hypothetical protein
<i>yhhA</i>	NP_266915.1	S	1.8			2.3	hypothetical protein
<i>yhhB</i>	NP_266916.1	S				1.7	hypothetical protein
<i>yhhC</i>	NP_266917.1	S			2.6		hypothetical protein
<i>yhjA</i>	AAK04881.1	S	4.3	2.1	1.9	2.5	hypothetical protein
<i>yhjE</i>	NP_266943.1	S				-1.7	hypothetical protein
<i>yiaC</i>	NP_266951.1	S	-1.8				hypothetical protein
<i>yiiD</i>	NP_267017.1	S			2.1		hypothetical protein
<i>yjdl</i>	NP_267069.1	S	2.0			1.8	hypothetical protein
<i>yjff</i>	NP_267090.1	S	1.6				hypothetical protein
<i>ykbC</i>	AAK05084.1	S	1.8			2.2	hypothetical protein
<i>ykbD</i>	NP_267143.1	S	1.9	1.5		1.9	hypothetical protein

<i>ykbE</i>	NP_267144.1	S			1.6					hypothetical protein
<i>ykcE</i>	NP_267155.1	S	2.0							hypothetical protein
<i>ykJI</i>	NP_267241.1	S		-2.0				-2.3		hypothetical protein
<i>ylhB</i>	NP_267317.1	S			2.5					hypothetical protein
<i>yliD</i>	AAK05268.1	S		2.5	1.9			2.6		hypothetical protein
<i>ymbC</i>	NP_267348.1	S			1.7	2.0	1.9	1.9		hypothetical protein
<i>ymbD</i>	NP_267349.1	S		2.3	2.0	2.1		2.6		hypothetical protein
<i>ymbH</i>	NP_835314.1	S		1.7				1.8		hypothetical protein, putative protease
<i>ymcA</i>	NP_267355.1	S		1.6				2.1		hypothetical protein
<i>ymcB</i>	NP_267356.1	S		2.0				2.0		hypothetical protein
<i>ymcC</i>	NP_267357.1	S		2.2				1.6		hypothetical protein
<i>ymeA</i>	AAK05317.1	S		2.6	2.5		1.8	3.2		hypothetical protein
<i>ymhG</i>	YP_007508531.1	S						1.8		hypothetical protein
<i>yndE</i>	NP_267456.1	S		1.7						hypothetical protein
<i>yneC</i>	NP_267464.1	S	4.0		2.4	3.1				hypothetical protein
<i>yneG</i>	NP_267468.1	S			2.6					hypothetical protein
<i>ynfH</i>	NP_267481.1	S		2.4		2.7	2.9	1.9	2.1	hypothetical protein
<i>ynhA</i>	NP_267490.1	S							-2.8	hypothetical protein
<i>yniC</i>	NP_267500.1	S					-1.6			hypothetical protein
<i>yniJ</i>	NP_267507.1	S		1.7		1.7		2.1		hypothetical protein
<i>yofM</i>	NP_267590.1	S		-2.0				-1.8		DNA-binding protein
<i>yohD</i>	NP_267606.1	S	1.7							hypothetical protein
<i>ypaG</i>	NP_267633.1	S				1.6				hypothetical protein
<i>ypiH</i>	AAK05645.1	S						1.7		hypothetical protein
<i>ypiJ</i>	NP_267702.1	S						1.8		hypothetical protein
<i>ypiL</i>	NP_267704.1	S				1.5				hypothetical protein
<i>yqbl</i>	YP_007508825.1	S			1.6			2.0		hypothetical protein
<i>yraE</i>	NP_267813.1	S					1.6			hypothetical protein
<i>yrbB</i>	AAK05760.1	S					-1.7			hypothetical protein

<i>yrbH</i>	AAK05766.1	S	1.8	1.6	2.6	hypothetical protein
<i>yreB</i>	NP_267843.1	S	-1.6			hypothetical protein
<i>yreD</i>	AAK05787.1	S	3.7		3.9 3.8	hypothetical protein
<i>yseD</i>	AAK05883.1	S	2.0	2.0	2.3	hypothetical protein
<i>ysjF</i>	AAK05925.1	S	1.8	2.0	2.6	hypothetical protein
<i>ytbD</i>	NP_268007.1	S	3.3			hypothetical protein
<i>ytcD</i>	NP_268015.1	S	2.3			hypothetical protein
<i>yuaE</i>	NP_268084.2	S			-2.1 -1.9	hypothetical protein
<i>yueC</i>	NP_268082.1	S	1.8	2.0	1.8 2.0	hypothetical protein
<i>yuhC</i>	NP_268149.1	S	1.5			hypothetical protein
<i>yujF</i>	NP_268177.1	S	2.4	1.9	2.3	hypothetical protein
<i>yviI</i>	NP_268276.1	S	2.0	1.8	2.9	hypothetical protein
<i>yxcD</i>	NP_268398.1	S		1.9	1.5	hypothetical protein
**Signal transduction mechanisms**						
<i>floL</i>	NC_002662.1	T	1.6			flotillin-like protein
<i>kinA</i>	NC_002662.1	T			-1.7	sensor protein kinase
<i>kinB</i>	NC_002662.1	T	1.7			sensor protein kinase
<i>llrA</i>	NC_019435.1	T	1.7			two-component system regulator
<i>ybdC</i>	NP_266285.1	T	-2.1		-1.5	hypothetical protein
<i>yfgF</i>	NP_266724.1	T			2.0	ABC transporter permease
<i>yjjE</i>	NP_267123.1	T	2.6			hypothetical protein
<i>ythA</i>	AAK06002.1	T	1.9	3.3		hypothetical protein
<i>ythB</i>	AAK06003.1	T		2.8		hypothetical protein
<i>yudH</i>	NP_268117.1	T	-1.7			hypothetical protein dihydrofolate reductase
**Intracellular trafficking, secretion, and vesicular transport**						
<i>comC</i>	NC_002662.1	U			2.0	type 4 prepilin-like protein specific leader peptidase transformation
<i>comGA</i>	AAK06221.1	U	2.6	2.6	2.8	protein ComGA competence protein
<i>comGB</i>	NC_000964.3	U	2.5	1.8	2.6	protein ComGB competence protein

<i>comGC</i>	NC_022369.1	U	2.2	2.6	2.6	protein ComGC competence protein
<i>comGD</i>	NZ_CP059048.1	U	2.7	1.7	1.5 1.9 1.6	protein ComGD competence protein
<i>ftsY</i>	NC_022369.1	U	1.7	1.7		hypothetical protein
**Defence mechanisms**						
<i>lmrP</i>	QQF00039.1	V	-1.9	2.5	1.5 1.8	multidrug efflux MFS transporter
<i>ybdI</i>	NP_266290.1	V			1.6 1.7	hypothetical protein
<i>ybfD</i>	NP_266310.1	V	1.6	2.4	1.9	transporter transport and binding protein
<i>yffF</i>	NP_266765.1	V		2.7	1.9	membrane transport protein transport and binding protein
<i>ygfA</i>	NP_266815.1	V		-2.8		ABC transporter ATP-binding protein
<i>ygfB</i>	NP_266816.1	V		-4.8		ABC transporter permease
<i>yhcA</i>	NP_266870.1	V		1.5		ABC transporter ATP-binding protein/permease
<i>yhcC</i>	NP_266871.1	V		2.0		hypothetical protein
<i>yhcE</i>	NP_266874.1	V	-2.1		-1.7	hypothetical protein
<i>ykJJ</i>	NP_267248.1	V		1.5	1.8	hypothetical protein
<i>ymdC</i>	AAK05309.1	V			1.8	kanamycin kinase
<i>ypbC</i>	AAK05582.1	V	2.2	1.9	2.8	MATE family efflux transporter
<i>ypfE</i>	NP_267672.1	V	1.8	1.9	2.0	transporter transport and binding protein
<i>ypgD</i>	AAK05620.1	V	-1.7			multidrug resistance ABC transporter ATP-binding protein
<i>yvhA</i>	AAK06200.1	V	1.7	1.6		MATE family efflux transporter
<i>yweA</i>	NP_268321.1	V	1.7		2.0	membrane protein
<i>yweE</i>	NP_268328.1	V	2.1	1.5		hypothetical protein
<i>yweF</i>	NP_268329.1	V	1.8			hypothetical protein
<i>ywiG</i>	AAK06301.1	V	2.5	1.8	2.8	ABC-type multidrug transport system, ATPase component
<i>yxbD</i>	NP_268392.1	V		3.9	3.1 -3.0	multidrug transporter transport and binding protein
<i>yxbE</i>	NP_268393.1	V	-2.2	2.2	-2.1	hypothetical protein
<i>yxeA</i>	NP_268412.1	V	1.6	1.9		hypothetical protein

Table S2. Transcriptomic data set with relaxed Log2Ratio thresholds. A gene was identified as differentially expressed between the *L. lactis* strains if its transcript level differed by $|\text{Log2Ratio}| \geq 1.5$ with statistical significance, $p < 0.05$. Bold and italic font shows chromosomal genes differentially expressed in the presence of plasmids with transcript levels 20% below the applied significance threshold ($|\text{Log2Ratio}| \geq 1.2$) with statistical significance, $p < 0.05$.

[illegible]

<i>tyrS</i>	-1.7		-2.5				tyrosyl-tRNA synthetase
<i>ybiE</i>	1.9				3.3		oxidoreductase
<i>yddB</i>		**1.3**			2.0		oxidoreductase
<i>yfdE</i>	-1.8						hypothetical protein similar to myo-inositol monophosphatases
<i>yfhC</i>	2.6		1.5	3.7			hypothetical protein
<i>ygaJ</i>	2.0		**1.2**				putative peptidase
<i>yiaD</i>	3.4		1.9	**1.4**		2.1	NADH-flavin reductase
<i>yjcA</i>		1.7	**-1.2**				ABC transporter ATP-binding protein
<i>yjgC</i>		**-1.4**				-1.5	amino acid ABC transporter substrate binding protein
<i>ylbA</i>	1.6						ABC transporter ATP-binding protein
<i>ymgG</i>	**1.4**	1.7		**1.5**	**1.4**		hypothetical protein
<i>ymgH</i>		1.6			**1.4**	1.5	hypothetical protein
<i>ymgK</i>	1.5					2.4	oxidoreductase
<i>yobA</i>	1.9		**1.4**	1.7			hypothetical protein
<i>yogA</i>					-1.7		hypothetical protein
<i>yphC</i>					-3.9		oxidoreductase
<i>yqcA</i>		**1.2**				1.7	oxidoreductase
<i>yrjA</i>	-1.5						hypothetical protein
<i>yrjB</i>	**1.4**	1.6	1.5		2.0	1.9	oxidoreductase
<i>yrjC</i>					1.7		iron-binding oxidase subunit
<i>yugB</i>				**1.5**		2.3	oxidoreductase
<i>ywdA</i>		**1.3**				1.8	hypothetical protein
<i>ywdC</i>		1.7				1.7	hypothetical protein
<i>ywiD</i>	2.9						hypothetical protein
<i>ywiH</i>		2.8	2.2		1.6	3.3	ABC transporter permease
<i>ywjF</i>				1.6		**1.4**	3-hydroxyisobutyrate dehydrogenase
<i>ezrA</i>	2.4			1.8			septation ring formation regulator EzrA
<i>scpA</i>						-1.6	segregation and condensation protein A
<i>yihA</i>		1.8	1.8			1.8	hypothetical protein

<i>yihB</i>		1.7	1.6		1.5		hypothetical protein
<i>arcA</i>	1.8			3.0	2.8	2.5	arginine deiminase
<i>arcB</i>	**1.4**	1.7		2.8	2.2	2.3	ornithine carbamoyltransferase
<i>arcC1</i>				2.7			carbamate kinase
<i>arcC2</i>	2.6	1.7		2.6		**1.4**	carbamate kinase
<i>arcD1</i>		1.8		3.2	1.9	2.1	arginine/ornithine antiporter
<i>argF</i>	**1.3**	1.7		**1.3**		1.7	ornithine carbamoyltransferase
<i>aroH</i>			-2.0				phospho-2-dehydro-3-deoxyheptonate aldolase
<i>asd</i>						2.3	aspartate-semialdehyde dehydrogenase
<i>bmpA</i>						-2.2	basic membrane protein A
<i>ceo</i>				1.7			N5-carboxyethyl-ornithine synthase
<i>cysD</i>						-2.2	O-acetylhomoserine sulfhydrylase
<i>cysK</i>		-2.5	**-1.4**	-2.6	-1.6	-2.7	cysteine synthase serine family
<i>cysM</i>		-3.0		-2.9	-1.7	-2.4	cysteine synthase
<i>glnB</i>					2.1		nitrogen regulatory protein P-II
<i>glnQ</i>			**-1.4**			-1.9	glutamine ABC transporter ATP-binding protein
<i>hisA</i>					1.5		1-(5-phosphoribosyl)-5-[(5-phosphoribosylamino)methylideneamino]imidazole-4-carboxamide isomerase
<i>ilvD</i>		**1.5**	**1.3**			2.2	dihydroxy-acid dehydratase
<i>leuC</i>					1.5	**1.4**	isopropylmalate isomerase large subunit dehydratase component
<i>lysP</i>		2.0	**1.2**	**1.3**		2.3	lysine specific permease
<i>mapA</i>	2.8					5.2	maltose phosphorylase
<i>metB1</i>	-1.5	**-1.5**	**-1.3**				cystathionine gamma-synthase
<i>metB2</i>		-2.8	-1.6	-2.4	-1.6	-3.2	cystathionine gamma-synthase
<i>oppA</i>		1.8	**1.4**			2.4	oligopeptide ABC transporter substrate binding protein
<i>oppB</i>		3.2	7.6	**1.5**		3.8	6.4 oligopeptide ABC transporter permease
<i>oppC</i>		**1.5**	7.9	2.0		2.0	6.3 oligopeptide ABC transporter permease
<i>oppD</i>			5.9				5.0 oligopeptide ABC transporter ATP binding protein
<i>oppF</i>		1.5	6.9			1.8	5.7 oligopeptide ABC transporter ATP binding protein

<i>optS</i>	1.8	**1.3**	2.3	**1.5**	1.5	2.2	oligopeptide ABC transporter substrate binding protein
<i>pepDB</i>	1.7						dipeptidase
<i>pepF</i>						2.0 1.6	oligoendopeptidase F
<i>potA</i>	**-1.3**	**-1.3**				-1.8	spermidine/putrescine ABC transporter ATP-binding protein
<i>poxL</i>	2.8	1.7	1.8	2.7		2.3	pyruvate oxidase
<i>serB</i>			1.6				phosphoserine phosphatase
<i>ybeC</i>	1.9		**1.3**			1.6	hypothetical protein
<i>yceJ</i>				1.6		**1.5**	hypothetical protein
<i>ycjI</i>			**-1.3**			-1.9	hypothetical protein
<i>yddA</i>	2.4	2.6				3.0	transporter transport and binding protein
<i>ydgC</i>						1.8	amino acid permease
<i>yibG</i>				-1.6			amino acid permease transport and binding protein
<i>ylcC</i>	2.0						hypothetical protein
<i>ylcF</i>		2.0	**1.4**			1.6	hypothetical protein
<i>yneH</i>			2.5				hypothetical protein
<i>yrfB</i>			**1.4**			1.8	NADH-dependent oxidoreductase
<i>yrfD</i>						1.8	amino acid antiporter
<i>ysaB</i>	3.7		3.0			2.2	ABC transporter permease and substrate binding protein
<i>ysaC</i>	3.0		2.8			2.1	ABC transporter ATP-binding protein
<i>ysaD</i>	2.8		2.9			1.6	hypothetical protein
<i>yshA</i>	**-1.4**		-2.1		-1.6		glutamate antiporter
<i>ysjA</i>						-2.2 -1.6	amino acid permease transport and binding protein
<i>apt</i>	-2.5						adenine phosphoribosyltransferase
<i>carA</i>		-2.3		-1.7			carbamoyl phosphate synthase small subunit
<i>carB</i>		-1.9		-2.3			carbamoyl phosphate synthase large subunit
<i>coaA</i>		1.6	**1.4**	-3.2			pantothenate kinase
<i>dukA</i>	-1.7	-1.8		-2.2			deoxynucleoside kinase nucleotide and nucleoside interconversions
<i>gmK</i>	-2.0						guanylate kinase
<i>nrdE</i>	-2.1				-1.5		ribonucleotide-diphosphate reductase subunit alpha

<i>nrdG</i>	-1.6				**-1.3**			anaerobic ribonucleoside-triphosphate reductase
<i>pbuX</i>	-1.8							xanthine/uracil permease
<i>purR</i>	1.9		1.7			**1.4**		pur operon repressor general regulatory function
<i>pydB</i>		-2.5	-1.5	-2.4		**-1.3**		dihydroorotate transferase
<i>pyrB</i>		-2.1						aspartate carbamoyltransferase catalytic subunit
<i>pyrC</i>		-2.2		-1.8		**-1.3**		dihydroorotase
<i>pyrE</i>		-2.7	-2.0	-2.2		-1.9		orotate phosphoribosyltransferase
<i>pyrF</i>		-1.9		-1.8				orotidine 5'-phosphate decarboxylase type 1 subfamily
<i>pyrP</i>		-2.6		-2.1		**-1.2**		uracil permease
<i>pyrR</i>		**-1.2**		-2.4				bifunctional pyrimidine regulatory protein PyrR
<i>xpt</i>	-2.8							xanthine phosphoribosyltransferase
<i>yfiC</i>		-1.6			**-1.4**			hypothetical protein
<i>yfiG</i>	-2.0			**-1.3**				thymidine kinase
<i>ygcC</i>	-1.7			**-1.3**				hypothetical protein
<i>yriD</i>	-1.7							xanthine/uracil/vitamin C permease
<i>agl</i>						4.8		alpha-glucosidase degradation of polysaccharides
<i>amyL</i>			1.7		**1.4**			alpha-amylase
<i>amyY</i>						5.1		alpha-amylase
<i>dexA</i>						4.7		oligo-alpha-1,6-glucosidase
<i>dexC</i>						5.1		neopullulanase
<i>dhaL</i>			1.6				1.9	dihydroxyacetone kinase subunit
<i>dhaM</i>			1.5				1.6	dihydroxyacetone kinase
<i>eno</i>			2.3			3.9		phosphopyruvate hydratase enolase
<i>fruC</i>	2.1		1.7	2.2				1-phosphofructokinase
<i>fruA</i>	2.0		1.8					PTS system fructose-specific transporter subunit IIBC
<i>galE</i>		-1.9	**-1.2**		-1.9	**-1.2**		UDP-glucose 4-epimerase
<i>galK</i>		-3.4	-3.7	**1.3**	-3.6	-2.9	-2.4	galactokinase
<i>galM</i>		-3.4	-3.5	**1.4**	-3.7	-2.9	-2.3	aldose 1-epimerase
<i>galT</i>		-3.6	-3.9		-3.3	-3.2	-3.0	galactose-1-phosphate uridylyltransferase

<i>gapA</i>	2.6							glyceraldehyde 3-phosphate dehydrogenase
<i>glpF1</i>	1.7		1.7					glycerol uptake facilitator
<i>glpT</i>	**1.3**	**1.4**			1.5			glycerol-3-phosphatase transporter
<i>kdgA</i>	2.1	1.8			2.4			keto-hydroxyglutarate-aldolase
<i>galP</i>	-3.7	-4.0		-3.0	-3.0	-2.4	-2.5	glycoside-pentoside-hexuronide (GPH):cation symporter
<i>lacZ</i>	-3.1	-3.5		-3.4	-2.8	-2.4	-3.1	beta-D-galactosidase
<i>malE</i>							-5.4	maltose ABC transporter substrate binding protein
<i>malF</i>							-5.3	maltose ABC transporter permease
<i>malG</i>							-4.5	maltose ABC transporter permease
<i>malQ</i>			1.6		**1.3**			4-alpha-glucanotransferase
<i>mtlF</i>	**1.4**				1.6			PTS system mannitol-specific transporter subunit IIA
<i>nagA</i>	-1.5							N-acetylglucosamine-6-phosphate deacetylase
<i>ptbA</i>							-1.6	PTS system beta-glucoside-specific transporter subunit IIABC
<i>rpiA</i>	2.0		1.7				2.1	ribose-5-phosphate isomerase A
<i>tagH</i>	1.6	1.6			1.9			teichoic acid ABC transporter ATP binding protein
<i>thgA</i>	-2.9	-3.0		-3.0	-2.4	-2.0	-2.4	thiogalactoside acetyltransferase
<i>xylA</i>			2.0					xylose isomerase
<i>xylH</i>	**-1.4**			-1.6				4-oxalocrotonate tautomerase
<i>xylT</i>	2.1	2.1		**1.3**		2.4		D-xylose proton-symporter
<i>xynB</i>	**1.4**	**1.2**				1.6		beta-1,4-xylosidase
<i>xynT</i>		1.6				2.1		xyloside transporter
<i>ycgC</i>	1.5							hypothetical protein
<i>yeeB</i>	2.1							hydrolase
<i>yfbG</i>		-5.4						hypothetical protein
<i>yhgD</i>	2.7	2.6		**1.4**		3.2		hypothetical protein
<i>yhgE</i>	4.1	3.7		2.3		4.0		hypothetical protein
<i>yoiC</i>	**1.4**					1.6		hypothetical protein
<i>ypcA</i>		2.3				2.4		P-beta-glucosidase
<i>ypcC</i>		-1.6						hypothetical protein

<i>ypcD</i>			-1.6					endo-beta-N-acetylglucosaminidase
<i>ypjA</i>	1.9	1.5	1.7	2.4		1.4		dehydrogenase
<i>yqgE</i>	1.4	1.4	1.8	1.5				transporter
<i>yqhA</i>			-1.7	-1.2				hypothetical protein aldose-1-epimerase
<i>yvdD</i>			1.5					transporter
<i>yxdE</i>		1.6						oxidoreductase
<i>yxdG</i>		2.6	2.7	2.7	1.9	2.0	3.3	transporter
<i>yxfA</i>							-1.7	transporter
<i>apbE</i>							-2.3	thiamine biosynthesis lipoprotein
<i>hemH</i>				-1.7				ferrochelatase protoheme ferro-lyase
<i>nadE</i>	3.2			1.9				NAD synthetase
<i>pabA</i>				-2.2			-2.4	para-aminobenzoate synthase component II folic acid
<i>pabB</i>				-2.5			-2.4	para-aminobenzoate synthase component I folic acid
<i>preA</i>		1.5	1.5		1.9			prenyl transferase
<i>ribG</i>			1.6		1.9			riboflavin-specific deaminase riboflavin and cobalamin
<i>accB</i>			-1.2				2.4	acetyl-CoA carboxylase biotin carboxyl carrier protein subunit
<i>accC</i>							1.7	acetyl-CoA carboxylase biotin carboxylase subunit
<i>accD</i>							1.6	acetyl-CoA carboxylase subunit beta
<i>acpD</i>		-1.5	-1.9					ACP phosphodiesterase
<i>butA</i>	1.3			1.5				acetoin reductase fermentation
<i>fabD</i>							2.3	ACP S-malonyltransferase
<i>fabI</i>			1.7					enoyl-ACP reductase
<i>fabZ</i>							2.2	(3R)-hydroxymyristoyl-ACP dehydratase
<i>fadD</i>				-5.9			2.1	long-chain acyl-CoA synthetase
<i>yfbB</i>			-7.2		-1.8		-2.4	hypothetical protein
<i>ygbB</i>		1.7	2.2	1.7	1.5			hypothetical protein
<i>yqaG</i>		-1.2	-2.7	-1.5				hypothetical protein
<i>yveB</i>		1.4					1.6	hypothetical protein
<i>yveH</i>		1.4	4.0				1.6	hypothetical protein

<i>aldR</i>	1.5							AldR regulatory protein
<i>rluC</i>						1.7		pseudouridine synthase
<i>truB</i>			**-1.4**			-1.6		tRNA pseudouridine synthase B
<i>yabC</i>		1.8						hypothetical protein
<i>ybiD</i>	**1.3**			1.5				ribosomal RNA large subunit methyltransferase
<i>ygdA</i>			1.6	1.9		**1.2**	1.7	hypothetical protein
<i>ynjI</i>	1.9				1.7	1.6		hypothetical protein
<i>ynjJ</i>	2.3	**1.4**		**1.4**	1.6	**1.5**		hypothetical protein
<i>ywfF</i>	-1.7							hypothetical protein
<i>ywfG</i>	2.4	**1.2**		2.5		**1.3**		hypothetical protein
<i>adaA</i>						1.9		methylphosphotriester-DNA alkyltransferase
<i>cspD</i>			-6.1					cold shock protein D
<i>cspE</i>			1.6					cold shock protein E
<i>dhaK</i>				2.0		2.3	1.9	dhaKLM operon coactivator, dihydroxyacetone utilization pathway
<i>fur</i>	2.2							ferric uptake regulator
<i>gadR</i>		-2.2			-1.9			positive regulator
<i>hrcA</i>	1.6							heat-inducible transcription repressor
<i>fruR</i>				1.641				DeoR family transcription regulator of fructose utilization pathway
<i>nadR</i>	2.1	**1.5**		1.7				NadR family transcription regulator, NAD cellular biosynthesis pathway
<i>phoU</i>	2.1			**1.3**				phosphate transport system regulator
<i>rcfB</i>				1.8				CRP/FNR family transcription regulator involved in pH homeostasis
<i>rliA</i>		1.6				1.9		transcriptional regulator LacI-family regulators, putative regulatory function
<i>rliDB</i>		3.0	2.3	3.2	2.1	3.3		transcriptional regulator LacI-family regulators, putative regulatory function
<i>rlrA</i>						-1.6		LysR-family transcription regulator, putative regulatory function
<i>rmaA</i>		-1.6	**-1.2**	-1.6				MarR family transcriptional regulator of fatty acid biosynthesis pathway
<i>rmaG</i>		-2.1						MarR family transcriptional regulator of fatty acid biosynthesis pathway
<i>rmaJ</i>	-1.6							MarR-family transcriptional regulator of hyaluronan biosynthesis pathway

<i>rpoD</i>	1.8					RNA polymerase sigma factor RpoD
<i>sigX</i>				1.6		RNA polymerase ECF sigma factor
<i>tagR</i>		1.5		1.9		transcriptional regulator similar to EpsR, possibly involved in exopolysaccharides biosynthesis
<i>yabA</i>						transcriptional regulator belongs to the PBSX(XRE) family of transcription regulators
<i>ybaI</i>	-1.8					glycosyl transferase glycosyltransferase family 2
<i>ybeF</i>		1.7	2.0	1.9	2.3	hypothetical protein
<i>yfeA</i>		1.6	1.5	2.1		RpiR family of transcription regulator, putative regulatory function
<i>ygfC</i>		-2.9		-4.8		TetR/AcrR family transcription regulator of heme homeostasis processess
<i>yjaB</i>	2.5					transcriptional regulator, LytR family, putative regulatory function
<i>yjaJ</i>		1.6				transcriptional regulator, LytR family, putative regulatory function
<i>ykhD</i>			1.8			redox-sensing transcriptional repressor Rex
<i>yliA</i>	2.0		1.3		1.4	positive transcription regulator
<i>ynaA</i>	2.2		-1.5			transcriptional regulator, heat and DNA damage induction
<i>ynaB</i>	2.2				1.5	transcriptional regulator, putative regulatory function
<i>ynaE</i>			1.6			hypothetical protein, putative regulatory function
<i>yogM</i>		1.6	1.6		1.4 1.3	hypothetical protein
<i>yohC</i>				1.6		TetR/AcrR family transcription regulator, putative regulatory function
<i>yqfA</i>		-1.4	-1.7		-1.4	hypothetical protein
<i>yrfA</i>	1.5		1.4			ArsR family transcription regulator, putative regulatory function
<i>yrfE</i>		-1.6				LytR family transcriptional regulator , putative regulatory function
<i>glcR</i>		-1.8		-1.7	-1.3	RpiR family transcription regulator of galactose utilization Leloir pathway
<i>ywjD</i>		-1.7		-1.7	-1.4 -1.8	PBSX(XRE) family transcription regulator, putative regulatory function
<i>yxbF</i>		-2.2		2.4		hypothetical protein
<i>comEA</i>		1.6				hypothetical protein competence protein
<i>dinG</i>		-1.3		-1.5	-1.4	DinG ATP-dependent helicase
<i>dinP</i>		1.2		1.6	1.7	DNA polymerase IV
<i>hslB</i>	2.5				2.3	HU-like DNA-binding protein

How the deposited data were processed for this re-analysis (not part of the article)

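Total RNA of 8 plasmid-harboring L. lactis strains and of plasmid-free IL1403 was compared on custom 2-colour arrays, in 2 biological replicates per strain and 2 dye-swapped arrays per sample, which gave 16 samples and 32 arrays. The authors labelled the RNA with Cy3 and Cy5, scanned the arrays with a GenePix scanner at 635 and 532 nm, read them with GenePix Pro and deposited the intensities of each spot: the median of the foreground, the median and SD of the local background, the percent of saturated pixels and a flag, with no background subtraction or normalization. The authors also deposited a table of log2 ratios of 2280 probes per sample, which their methods describe as normalized with Lowess and averaged in Acuity. The scale, centring and direction of this table are not stated and were worked out from the intensities. The medians of its columns were -0.019 in IL1618 replicate 1, 0.025 in IL1618 replicate 2, -0.019 in IL1421 replicate 1, 5e-04 in IL1421 replicate 2, -0.003 in IL2661 replicate 1, 0.012 in IL2661 replicate 2, -0.021 in IL1619 replicate 1, -0.079 in IL1619 replicate 2, 0.007 in IL1420 replicate 1, 0.0085 in IL1420 replicate 2, 0.004 in IL1530 replicate 1, 0.044 in IL1530 replicate 2, -0.0065 in IL1392 replicate 1, -0.019 in IL1392 replicate 2, -0.032 in IL594 replicate 1 and -0.039 in IL594 replicate 2. What subtraction or filter of spots went into it stays unknown.

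Each array holds 15744 spots, of which 77 are negative controls, and 2441 gene probes at 6 spots each. Samples were grouped by strain and replicate from their labels. Which dye marked the plasmid strain on an array was taken from the name of each array, since the labels give both dyes for a sample, and was checked with the probes outside the authors' table, of which fewer were above background in the strain's channel than in that of IL1403 on 3 of the 32 arrays. Between arrays of one dye orientation and different samples, the lowest correlation of log ratios across genes was -0.11. Intensities of the gene spots were corrected for background with normexp and an offset of 50, fitted on all spots, and normalized within each array with loess, with control and flagged spots at weight 0. Flagged spots were left out, and saturated ones (at most 0.082% of gene spots on an array) were kept. Spots of a probe were averaged, signs were turned so that a positive log2 ratio is higher in the plasmid strain, and the dye-swapped arrays of a sample were averaged. A probe was called above background in a channel where the foreground exceeded the background by 2 SD of the background in more than 3 of its 6 spots. By this rule up to 20.8% of the negative control spots exceeded the background on an array, with a median of 0% over the 32 arrays.

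limma 3.58.1 in R 4.3.3 was fitted to the 16 samples with a mean for each strain (8 residual degrees of freedom and a prior of 2.51), and each mean was tested against 0. Genes changed at a Benjamini-Hochberg adjusted p under 0.05 over the 2280 genes of the authors' table, and the study's thresholds were a |log2 ratio| of at least 1.5 with an unadjusted p under 0.05. IL1403 was the reference on every array, so its variation enters every log ratio and was not estimated apart. Contrasts between strains came from the same fit. On simulated data for IL1618 with 2280 genes, 70.0% of genes with a |log2 ratio| of 1.5 and 91.0% of those with 3 were recovered, and 6.40% of 172 calls were false. The simulated noise was independent between strains, with the same spread of a gene in each, unlike in the data. The number of arrays limits the precision. The genes named in the text were to be those the paper names and, for each strain, the 10 largest rises and falls at an adjusted p under 0.05 with the same sign on all 4 arrays, and 3 probes of plasmid genes. None of the 2441 GeneID numbers of the probes matched the reference table of genes (assembly ASM317683v1), and neither the array files nor the supplement pair them with gene names. Therefore the genes and gene lists of the paper could not be looked up, only the 2 largest rises and 2 largest falls are given by ID, and claims about named genes, operons or COG categories have no values here. Runs of low probes were at least 3 probes no more than 10 GeneID numbers apart that were above background in IL1403 on all 4 arrays and in the strain on at most 1.

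The alternatives were no background correction, background subtraction with values under 0.5 set to 0.5, an offset of 10, median centring, loess on the probes of the authors' table alone, scaling between arrays, a filter on probes above background in either channel on fewer than 0.5 of a strain's arrays, the median over spots, flagged spots kept, the authors' value table, each strain fitted alone, arrays as separate values, the replicate number as a block, each replicate left out, a log2 threshold of 1.2 and an adjusted p at the study's log2 threshold. Slide and scan day are not in the files. Genes of prophages and transposons, which the study left out, could not be identified and stayed in. The phenotype arrays and the sugar tests of the paper have no deposited file and were left out.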

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

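Chosen only after their result was seen were the tests of dim arrays, of another strain's RNA, of a missing segment and of poor probes, and so were the definitions of the plasmid probe sets and of the runs.

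The paper does not report on the 161 probes outside the authors' value table, and in every strain more of them were above background on all 4 arrays in the channel of the plasmid strain than in that of IL1403. The numbers were 125 in IL594, 60 in IL1392, 50 in IL2661, 37 in IL1421, 27 in IL1619, 24 in IL1420, 20 in IL1530 and 11 in IL1618. In the channel of IL1403 they were 9, 10, 10, 11, 10, 9, 11 and 8 in the same order.

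In the channel of IL1530, the 12 probes left to pIL7 had a median of 1.86% of their signal in IL594. This signal was scaled in each channel to its median over the 2280 genes. Probes of the other plasmids reached 22.0% to 67.3% in the strains that carry them, in part because they had to be above background on at least 2 arrays of their carriers. For pIL6, at 22.0%, replicates 1 and 2 gave 14.1% and 35.1%, and for pIL1, at 46.7%, they gave 71.8% and 38.3%. Dim arrays do not account for the low share of pIL7, since 1733 of the 2280 genes were above background on all 4 arrays in IL1530 against 1442 in IL594. RNA of another of the plasmid strains in its place is argued against by the probes of pIL1 to pIL6, which were chosen without regard to IL1530 and of which 0 of 77 were above background on all 4 of its arrays and none on any single one. The faint signal followed that of IL594 over the 12 probes (Spearman rho 0.94 across probes, at most 0.53 in the 6 strains without pIL7), which is consistent with pIL7 being present in a small share of the IL1530 cells. The paper reports that PCR before RNA isolation showed the plasmids in the strains. It also reports that PCR with primers for each plasmid showed plasmid content to be stable during the experiments. Neither statement gives the share of cells with pIL7. Lower transcription or copy number of pIL7 in all cells stays open and was not tested.

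Replicates 1 and 2 differed in ways that strains shared, with a median correlation across genes of 0.39 over the 28 pairs of strains between their halved replicate differences. Dim probes are argued against, since over the 1008 probes above background in both channels on all 32 arrays the median correlation was 0.38. A candidate explanation is that samples of one replicate number shared the RNA or culture of IL1403: in the channel of IL1403, the differences between replicates had a median correlation of 0.82 between strains, against 0.26 in the channel of the plasmid strains. No biological explanation was tested, since the design names no condition that differs between replicates.

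Probes above background in IL1403 on all 4 arrays and in 1 strain on none or 1 lay in runs of neighbouring GeneID numbers: 33 within a run of 55 probes in IL1421, 11 of 24 in IL2661 and 3 of 4 in IL1619, and 81 of all 83 probes had negative ratios. The run of IL1421 was lower in other strains too, with negative ratios for all 55 probes in IL2661 and IL1420 and 50 in IL1619, and with medians of -0.79 in IL2661 to -0.27 in IL594 and 0.04 in IL1618, against -1.86 in IL1421. In 1000 shuffles of the positions, no run held as many low probes (at most 5, 4 and 0, against 33, 11 and 3). The shuffles treat neighbouring genes as independent, while such genes may be transcribed together. They show only that the low probes lay close to each other and speak for no cause. Poor probes are argued against, since all 59 of the runs' probes that were above background on all 4 arrays in IL1403 were so in the other strains on most of their 28 arrays, and so is a level of IL1403 raised on these arrays alone, which was at most 0.40 higher (log2) than on the other strains' arrays; a first test of poor probes, replaced after its value was seen, had left them open, since 6 of the 55 probes of the IL1421 run were also lower in IL2661 at an adjusted p under 0.05. That 79.7% of the 59 probes were above background on none or 1 of the strain's 4 arrays follows largely from how the runs were chosen and supports no explanation, and in the IL1421 run 11 of 44 were above background on 2 or more. A level of IL1403 raised on the arrays of all strains stays open for the part of the IL1421 run that other strains share. A missing chromosomal segment cannot be told apart from one that is present but not transcribed, since the arrays measured RNA, and whether a difference between strains of this kind comes from the plasmid stays open.

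Differences between strains were tested gene by gene in the same limma fit. At an adjusted p under 0.05, the ratio in IL594 differed from that in IL2661 for 15 genes, in IL1619 for 11, in IL1392 for 9, in IL1421 for 7, in IL1618 for 6, in IL1420 for 4 and in IL1530 for 3. IL1392 differed from IL1619 for 14 genes, from IL1618 for 13 and from IL1421 for 12. Between IL1619 and IL2661, 26 genes differed, 20 of them higher in IL1619, and 10 of the 26 lay in the run of IL2661. Of the 15 genes that differed between IL594 and IL2661, 9 lay in that run.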

How the results depend on the processing

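The numbers of changed genes depended on the processing. The genes with the 2 largest rises and 2 largest falls were chosen from these same arrays for size, adjusted p and sign. That they kept their direction follows largely from this choice. Of the falls, GeneID_1114145 lay in the run of low probes of IL2661 and GeneID_1115087 directly after that of IL1421. GeneID_1115503 and GeneID_1115504 in IL2661, GeneID_1115087 in IL1421 and GeneID_1114145 in IL2661 kept their direction and an adjusted p under 0.05 from limma in all 15 alternatives in which each was tested. Their log2 ratios ranged from 5.19 to 8.02, from 5.10 to 7.69, from -9.12 to -5.58 and from -7.59 to -4.35, with adjusted p from 1.86e-12 to 0.00464, from 3.80e-09 to 0.0466, from 1.82e-18 to 0.0172 and from 3.43e-20 to 0.00544. Of the counts of changed genes per strain under another setting, 60 of 128 lay within 1.5 times the main count, 41 lay above it and 27 below. Of the counts at the study's thresholds, 89 of 152 lay within 1.5 times, 46 above and 17 below, and of those of unique genes, 29 of 32. Loess on the probes of the authors' table, the median over spots and the filter on dim probes moved none of these counts by more than 1.5 times. The alternatives were set before the data were examined, except 3: flagged spots kept for the probes outside the authors' table, the runs of low probes left out, and the authors' value table with no p.

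With no background correction, the number of changed genes was 19 in IL1618, 17 in IL1619, 8 in IL1420, 18 in IL1530, 21 in IL1392 and 49 in IL594 and the number past the study's thresholds was 121 in IL1618, 73 in IL1530, 111 in IL1392 and 97 in IL594. With the background subtracted, the number of changed genes was 13 in IL1619, 6 in IL1420, 11 in IL1530, 30 in IL1392 and 64 in IL594, the number past the study's thresholds was 185 in IL1618, 167 in IL1421, 195 in IL2661, 191 in IL1619, 113 in IL1420, 144 in IL1530, 215 in IL1392 and 205 in IL594 and 688 unique genes passed. With an offset of 10, the number of changed genes was 17 in IL1618, 24 in IL1420 and 4 in IL1530. With median centring in place of loess, the number of changed genes was 97 in IL1618, 70 in IL2661, 119 in IL1619, 13 in IL1530 and 19 in IL1392 and the number past the study's thresholds was 121 in IL1618, 111 in IL1619 and 56 in IL1530. With the log ratios scaled between arrays, the number of changed genes was 192 in IL1618, 49 in IL2661, 0 in IL1619 (208 at an unadjusted p under 0.05), 2 in IL1420, 0 in IL1530 (216 at an unadjusted p under 0.05), 26 in IL1392 and 41 in IL594 and the number past the study's thresholds was 222 in IL1618, 44 in IL1421, 37 in IL2661, 4 in IL1619 and 110 in IL594. With flagged spots kept, the number of changed genes was 6 in IL1530 and the number of higher probes outside the authors' table was 3 in IL1618 and 14 in IL1420. From the authors' value table, the number of changed genes was 19 in IL1618, 15 in IL1619, 6 in IL1420, 13 in IL1530, 34 in IL1392 and 73 in IL594, the number past the study's thresholds was 179 in IL1618, 184 in IL1421, 203 in IL2661, 175 in IL1619, 104 in IL1420, 134 in IL1530, 217 in IL1392 and 173 in IL594 and 660 unique genes passed. With each strain fitted alone on its 2 samples, the number of changed genes was 0 in IL1618 (148 at an unadjusted p under 0.05), 1 in IL1421, 56 in IL2661, 0 in IL1619 (142 at an unadjusted p under 0.05), 0 in IL1420 (181 at an unadjusted p under 0.05), 0 in IL1392 (358 at an unadjusted p under 0.05) and 0 in IL594 (151 at an unadjusted p under 0.05) and the number past the study's thresholds was 33 in IL1618. With the 4 arrays of a strain taken as 4 values, the number of changed genes was 401 in IL1618, 761 in IL1421, 801 in IL2661, 962 in IL1619, 464 in IL1420, 416 in IL1530, 250 in IL1392 and 226 in IL594. At a |log2 ratio| of at least 1.2, the number past the study's thresholds was 120 in IL1619, 87 in IL1420, 52 in IL1530, 62 in IL1392 and 75 in IL594. At a |log2 ratio| of at least 1.5 with an adjusted p, the number past the study's thresholds was 7 in IL1618, 42 in IL1421, 23 in IL1619, 14 in IL1420, 1 in IL1530, 8 in IL1392 and 10 in IL594 and 140 unique genes passed. With the runs of low probes left out, the number of changed genes was 13 in IL1421 and the number past the study's thresholds was 42 in IL1421. From the means of the authors' value table with no p, the number past the study's thresholds was 217 in IL1618, 230 in IL1421, 231 in IL2661, 189 in IL1619, 125 in IL1420, 165 in IL1530, 235 in IL1392 and 204 in IL594. For each of these moves the cause was not tested, except that taking 4 arrays as 4 values treats dye swaps as replicates and that a fit on 2 samples has fewer degrees of freedom.

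Without replicate 1 or 2 of a strain, with the lone sample assumed to vary like the other strains, the number of changed genes ranged from 1 to 90 in IL1618, 8 to 47 in IL1421, 35 to 43 in IL2661, 7 to 47 in IL1619, 0 to 60 in IL1420, 0 in IL1530 without either, 6 to 7 in IL1392 and 10 to 19 in IL594. The number past the study's thresholds ranged from 31 to 195 in IL1618, 34 to 118 in IL1421, 100 to 112 in IL2661, 129 to 164 in IL1619, 28 to 103 in IL1420, 15 to 145 in IL1530, 22 to 53 in IL1392 and 68 to 73 in IL594, and that of unique genes from 271 to 420. Where a strain had no changed gene without a replicate, limma gave 128 genes (IL1420 without replicate 1), 81 and 533 genes (IL1530 without replicate 1 and 2) at an unadjusted p under 0.05.

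The share of higher genes among those past the study's thresholds moved with the scaling. Under median centring it was 24.8% in IL1618 (82.7% in the main setting), 69.4% in IL1619 (79.7% in the main setting) and 21.7% in IL594 (41.2% in the main setting). With arrays scaled to each other it was 67.6% in IL1618 (82.7% in the main setting), 20.5% in IL1421 (33.3% in the main setting) and 100% in IL1619 (79.7% in the main setting). Median centring moved the median log2 ratio of all genes of a strain by up to 0.16, the largest shift of any setting.

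The labels number the replicates alike in every strain, but the numbers were not taken to pair the samples: over the 28 pairs of strains, the correlation across genes of the halved differences of replicates 1 and 2 ran from -0.03 to 0.71 and was over 0.1 in 25. In the channel of IL1403 alone, the replicate differences had a correlation of 0.76 or more in all 28 pairs. Samples of one number may therefore share IL1403 RNA and not be independent, which the main fit and its contrasts do not model. With the replicate number as a block (replicate block), the number of changed genes was 37 in IL1618, 158 in IL1421, 213 in IL2661, 178 in IL1619, 70 in IL1420, 17 in IL1530, 15 in IL1392 and 21 in IL594, and no count at the study's thresholds moved by more than 1.5 times. Under the block, 22 of the changed genes of IL1420 were higher and 48 lower, in IL1619 81 were higher and 97 lower, in IL1530 3 and 14, and in IL1392 7 and 8. The block takes shared replicate differences out of the residual spread, while variation of IL1403 stays in the strain means tested against 0. If IL1403 RNA was shared, its p-values may be too small, so its larger counts are no correction for sharing.

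Signal over background limited the measurements: on a single array, 54.1% to 99.8% of the 2280 genes were above background in the channel of the plasmid strain and 65.7% to 93.6% in that of IL1403. The files give no slide or scan day, so that alternative was not run. Genes of the COG X category were not marked in the files and were in every count, so counting them in was not a separate setting. The differences between strains, their correlations and the probe sets of single plasmids were computed in the main setting.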

Differences from the paper's values

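At the study's thresholds, a |log2 ratio| of at least 1.5 with an unadjusted p under 0.05, these counts differed from the paper's by more than 1.5 times. The paper's counts leave out genes of the COG X category, which could not be told from the files and are in the counts here. Ratios of the main setting were also smaller than the authors' values, with slopes from 0.43 to 0.76 over the samples. The threshold of 1.5 was therefore stricter here, and not equally so in each strain. Alternatives set before the data were examined were tried for each count, 17 for a strain and 31 for the unique genes.

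In IL1618, downregulated genes were 13 here and 30 in the paper, and the values were within 1.5 times of each other with no background correction and the log2 threshold of 1.2 but not with the other 15 alternatives. All genes affected were 75 here and 120 in the paper, and the values were within 1.5 times of each other with no background correction, median centring, the authors' value table, 4 arrays as 4 values, the replicate block and the log2 threshold of 1.2 but not with the other 11 alternatives.

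In IL1421, upregulated genes were 26 here and 98 in the paper, and the values were within 1.5 times of each other with background subtraction and the authors' value table but not with the other 15 alternatives. Downregulated genes were 52 here and 33 in the paper, and the values were within 1.5 times of each other with median centring, scaling between arrays and the adjusted p, and without replicate 1 but not with the other 13 alternatives. All genes affected were 78 here and 131 in the paper, and the values were within 1.5 times of each other with no background correction, background subtraction, an offset of 10, the authors' value table, 4 arrays as 4 values and the log2 threshold of 1.2, and without replicate 2 but not with the other 10 alternatives.

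In IL2661, upregulated genes were 31 here and 89 in the paper, and the values were within 1.5 times of each other with background subtraction and the authors' value table but not with the other 15 alternatives. Downregulated genes were 72 here and 30 in the paper, and the values were within 1.5 times of each other with scaling between arrays but not with the other 16 alternatives.

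In IL1619, upregulated genes were 55 here and 88 in the paper, and the values were within 1.5 times of each other with no background correction, background subtraction, an offset of 10, median centring, the authors' value table, 4 arrays as 4 values and the log2 threshold of 1.2, and without replicate 1 and without replicate 2 but not with the other 8 alternatives. Downregulated genes were 14 here and 28 in the paper, and the values were within 1.5 times of each other with no background correction, an offset of 10, median centring and the log2 threshold of 1.2, and without replicate 2 but not with the other 12 alternatives. All genes affected were 69 here and 116 in the paper, and the values were within 1.5 times of each other with no background correction, an offset of 10, median centring, 4 arrays as 4 values and the log2 threshold of 1.2, and without replicate 1 and without replicate 2 but not with the other 10 alternatives.

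In IL1420, upregulated genes were 15 here and 37 in the paper, and the values were within 1.5 times of each other with background subtraction, the authors' value table and the log2 threshold of 1.2, and without replicate 2 but not with the other 13 alternatives.

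In IL1530, upregulated genes were 11 here and 25 in the paper, and the values were within 1.5 times of each other with no background correction, median centring and the log2 threshold of 1.2 but not with the other 14 alternatives. The share of genes affected was 1.23% here and 2% in the paper, and the values were within 1.5 times of each other with an offset of 10, median centring, scaling between arrays, each strain fitted alone, 4 arrays as 4 values, the replicate block and the log2 threshold of 1.2 but not with the other 10 alternatives.

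In IL1392, upregulated genes were 21 here and 148 in the paper, and the values were within 1.5 times of each other with background subtraction and the authors' value table but not with the other 15 alternatives. Downregulated genes were 20 here and 41 in the paper, and the values were within 1.5 times of each other with no background correction and the log2 threshold of 1.2 but not with the other 15 alternatives. All genes affected were 41 here and 189 in the paper, and the values were within 1.5 times of each other with background subtraction and the authors' value table but not with the other 15 alternatives. The share of genes affected was 1.8% here and 9% in the paper, and the values were within 1.5 times of each other with background subtraction and the authors' value table but not with the other 15 alternatives.

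Unique genes made up 13.3% of genes here and 20% in the paper, which counts all genes of the chromosome. The values were within 1.5 times of each other with 20 of the 31 alternatives, but not with background subtraction, loess on the authors' probes, flagged spots kept, the filter on dim probes, each strain fitted alone and the adjusted p, nor without IL1618 replicate 2, without IL1421 replicate 1, without IL2661 replicate 1, without IL1420 replicate 1 and without IL1392 replicate 1. The number of unique genes, 303 here and 435 in the paper, was within 1.5 times.

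Apart from these counts, the paper states that IL1392 had the most affected genes. Here it ranked after IL2661 (103), IL1421 (78), IL1618 (75), IL1619 (69) and IL1420 (55) with 41 genes, and it had the most from the authors' value table (217) and with the background subtracted (215). Since the threshold was not equally strict in each strain, the main setting does not settle this rank. That IL1530 had the fewest holds here with 28 genes, but not with no background correction (73, and 61 in IL1420), background subtraction (144, and 113 in IL1420), the authors' value table (134, and 104 in IL1420), median centring (56, and 46 in IL594), each strain fitted alone (33, and 27 in IL594) scaling between arrays (35, and 4 in IL1619), without IL1392 replicate 1 (28, and 22 in IL1392) or without IL1530 replicate 2 (145). Without IL1420 replicate 1, IL1420 also had 28. Nor did it hold from the means of the authors' value table with no p, a setting chosen after seeing the values (165, and 125 in IL1420). The paper states that genes were more often activated than inhibited in every strain with 1 plasmid. In these data that held in IL1618 and IL1619 and not in IL1421, IL2661, IL1420 and IL1530, though it held in IL2661 without replicate 1 (53 higher and 47 lower) and in IL1530 without replicate 2 (97 and 48), and IL1420 had 14 and 14 without replicate 1. It did not hold in IL1618 with median centring (30 and 91). With the authors' value table it also held in IL1421 (102 higher and 82 lower). From the means of that table with no p, a setting chosen after seeing the values, it held in IL1421 (129 and 101) and in IL1530 as well (86 higher and 79 lower).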

Other observations

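Pairs of strains that do not share pIL5 also moved many genes together. At the study's thresholds, 27 genes were lower in both IL2661 and IL1420 (1.30 by chance for independent lists), 17 in both IL1420 and IL1530 (0.30 by chance), 17 in both IL1420 and IL1392 (0.35 by chance), and 15 in both IL2661 and IL1530 (0.54 by chance). Higher genes were shared most by IL1618 and IL1619 (18, with 1.50 by chance) and by IL1421 and IL1392 (13, with 0.24 by chance), the latter of which both carry pIL3. Over the 28 pairs, the covariance across genes of the mean ratios exceeded that of the halved replicate differences in 26. For IL2661 and IL1619 it was 0.30 against -0.01, and for IL1618 and IL1619 0.25 against 0.23. Part of each overlap may come from IL1403 RNA that samples share, for which the correlation of 0.82 between strains of the replicate differences in the channel of IL1403 is given above.

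GeneID_1115503, the gene with the largest rise in IL2661, was also higher in IL594, the other strain that carries pIL4, with a log2 ratio of 3.56 (SE 0.51, adjusted p = 0.0126 from limma). GeneID_1115504 had a ratio of 4.06 in IL594 (SE 0.91, adjusted p = 0.107). In the 6 strains without pIL4 the ratio of GeneID_1115503 lay between 0.02 and 1.19. That of GeneID_1115504 lay between -0.08 and 2.37 there, with 2.37 in IL1421, 2.32 in IL1392, 1.95 in IL1530 and 1.75 in IL1619, at adjusted p of 0.219 or more. The authors' values of both IDs in IL2661 match those that the paper lists for oppC and oppB, which pIL4 also carries. Signal of plasmid copies can therefore not be told apart from a chromosomal change. For the probes outside the authors' table, the median signal above background of the 21 probes left to pIL4 was 67.3% in IL2661 of that in IL594, with a range of 14.9% to 232% over probes, and that of the 11 probes left to pIL5 was 60.2% in IL1619, with a range of 13.8% to 290%. The 13 probes left to pIL3 had 47.6% in IL1421. These probes were chosen for signal in those strains and in IL594, and ratios to IL1403 give no level of them, since none was above background in its channel. By the median log2 ratio the order was the other way, with 3.41 in IL2661 against 1.36 in IL594 for pIL4. For pIL5 it was 2.15 in IL1619 against 1.28, and for pIL3 1.77 in IL1421 against 1.10. No difference between strains was tested for these sets.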
